# Extracellular sodium regulates fibroblast growth factor 23 (FGF23) formation

**DOI:** 10.1016/j.jbc.2023.105480

**Published:** 2023-11-21

**Authors:** Zsuzsa Radvanyi, Eun Jin Yoo, Palanivel Kandasamy, Adrian Salas-Bastos, Sophie Monnerat, Julie Refardt, Mirjam Christ-Crain, Himeka Hayashi, Yasuhiko Kondo, Jonathan Jantsch, Isabel Rubio-Aliaga, Lukas Sommer, Carsten A. Wagner, Matthias A. Hediger, Hyug Moo Kwon, Johannes Loffing, Ganesh Pathare

**Keywords:** FGF23, extracellular sodium, hyponatremia, NFAT5, bone and kidney

## Abstract

The bone-derived hormone fibroblast growth factor-23 (FGF23) has recently received much attention due to its association with chronic kidney disease and cardiovascular disease progression. Extracellular sodium concentration ([Na^+^]) plays a significant role in bone metabolism. Hyponatremia (lower serum [Na^+^]) has recently been shown to be independently associated with FGF23 levels in patients with chronic systolic heart failure. However, nothing is known about the direct impact of [Na^+^] on FGF23 production. Here, we show that an elevated [Na^+^] (+20 mM) suppressed FGF23 formation, whereas low [Na^+^] (−20 mM) increased FGF23 synthesis in the osteoblast-like cell lines UMR-106 and MC3T3-E1. Similar bidirectional changes in FGF23 abundance were observed when osmolality was altered by mannitol but not by urea, suggesting a role of tonicity in FGF23 formation. Moreover, these changes in FGF23 were inversely proportional to the expression of NFAT5 (nuclear factor of activated T cells-5), a transcription factor responsible for tonicity-mediated cellular adaptations. Furthermore, arginine vasopressin, which is often responsible for hyponatremia, did not affect FGF23 production. Next, we performed a comprehensive and unbiased RNA-seq analysis of UMR-106 cells exposed to low *versus* high [Na^+^], which revealed several novel genes involved in cellular adaptation to altered tonicity. Additional analysis of cells with Crisp-Cas9–mediated NFAT5 deletion indicated that NFAT5 controls numerous genes associated with FGF23 synthesis, thereby confirming its role in [Na^+^]-mediated FGF23 regulation. In line with these *in vitro* observations, we found that hyponatremia patients have higher FGF23 levels. Our results suggest that [Na^+^] is a critical regulator of FGF23 synthesis.

Fibroblast growth factor-23 (FGF23) was discovered as markedly elevated ‘phosphatonin’ in patients with autosomal dominant hypophosphatemic rickets (1). High levels of FGF23 were also found in X-linked hypophosphatemia, which is caused by inactivating mutations in the *Phex* gene (2, 3). Eventually, it was found that FGF23 regulates phosphate and vitamin D homeostasis by inhibiting renal sodium phosphate cotransporters and suppressing the process of vitamin D biosynthesis, respectively (4). As a result, disruption of the FGF23 endocrine axis plays a key role in the pathophysiology of renal and bone disorders as well as aging (4). In recent years, FGF23 has gained significant interest due to its strong association with poor prognosis in chronic kidney disease and cardiovascular disease (reviewed in (5)). In mice, high FGF23 induces left ventricular hypertrophy (6). FGF23 is mainly produced by osteoblasts and osteocytes. Upon secretion, it undergoes cleavage, leading to the presence of both intact (iFGF23) and C-terminal fragments (cFGF23) in the circulation (7). Dietary phosphate (8, 9), vitamin D (8), insulin (10), volume regulation (11, 12), aldosterone (13, 14), iron status (15), and inflammation (16) have been identified as endogenous regulators of FGF23 in bone. Dietary salt intake, which does not impact plasma Na^+^ levels, is thought to regulate FGF23 through aldosterone (13, 14, 17). Furthermore, mice lacking Klotho (a coreceptor essential for FGF23 actions) exhibited an extended lifespan when they were fed a high-salt diet, while reduced salt intake had a modest effect on survival (18). However, nothing is known regarding the direct role of extracellular sodium ion concentration ([Na^+^]) or osmolality in regulating FGF23 synthesis.

Both hyponatremia (serum [Na^+^] <135 mM) and hypernatremia (serum [Na^+^] >145 mM) can affect bone remodeling. Several studies have provided compelling evidence linking hyponatremia to bone loss, osteoporosis, and heightened bone fragility (19, 20, 21, 22, 23, 24). Most hyponatremia cases are due to the syndrome of inappropriate antidiuretic hormone secretion (SIAD), which is characterized by high arginine vasopressin (AVP) levels (reviewed in (25)). On a mechanistic level, both high AVP (26, 27) and low [Na+] levels (19, 28) are postulated to promote osteoclastogenesis and inhibit osteoblastogenesis, leading to bone loss in hyponatremia. Correction of hyponatremia in hospitalized patients has a positive impact on osteoblast function (29, 30). On the other hand, high [Na^+^] may also enhance bone loss through an increase in osteoclastic resorption (31). When cells were exposed to high [Na^+^], the expression of the RANKL decoy receptor osteoprotegerin (*Opg*) increased in both osteoclast-precursor cells and osteoblasts (32), suggesting a direct effect of elevated [Na^+^] on bone.

The intracellular milieu is almost immediately affected by changes in [Na^+^] or osmolality. Within cells, osmoregulation is mainly governed by the tonicity-responsive transcription factor tonicity-responsive enhancer-binding protein, also called the nuclear factor of activated T cells 5 (NFAT5) (33). Hypertonic conditions induce the upregulation of NFAT5, leading to the transcription of numerous NFAT5 target genes associated with adapting to high [Na^+^] (33). Nevertheless, NFAT5 remains active even under isotonic conditions and can be either upregulated or downregulated in response to changes in tonicity (34). A recent genome-wide association study on plasma [Na^+^] concentration identified genetic variants in NFAT5 (35). This suggests that NFAT5 may participate in the regulation of systemic [Na^+^]/water balance.

A recent study has shown that hyponatremia is independently associated with FGF23 levels in patients with chronic systolic heart failure (36). Given the important role of [Na^+^] in osteoblast functions, we hypothesized that the altered [Na^+^] levels may regulate the production of FGF23 through NFAT5. By manipulating culture media, we studied whether altered [Na^+^]-mediated tonicity or osmolality or both were responsible for FGF23 secretion by osteoblasts. Additionally, we studied the regulation of FGF23 by high AVP, which is often observed in hyponatremic patients.

## Results

### Elevated [Na^+^] mediated hypertonicity suppresses FGF23 formation

NaCl, as an impermeable solute, creates a hypertonic environment when its extracellular levels increase. NFAT5 is the key transcription factor involved in the adaptation to hypertonicity (33). As demonstrated in Figure 1, *A*–*C*, +NaCl (20 mM) and mannitol (40 mM) significantly increased NFAT5 protein and mRNA expression in the rat osteoblast-like cell line UMR-106. However, 40 mM urea did not affect NFAT5 protein/mRNA expression since it elevates osmolality rather than tonicity *via* cell membrane permeability. The osmolality of normal Dulbecco's modified Eagle's medium (DMEM) cell culture media was 300.7 ± 2.0 mOsm/Kg. There was an almost similar increase in osmolality after the addition of +NaCl, mannitol, and urea (Table S1). Importantly, the total FGF23 (cFGF23) in the cell supernatant was markedly suppressed by +NaCl and mannitol, but not by urea (Fig. 1*D*). Similarly, in Figure 1*E*, Fgf23 mRNA in cells was also significantly suppressed by +NaCl and mannitol, but not by urea. iFGF23 was not detected due to its very low levels in the cell supernatant (not shown). Consistent with previous reports (32), we confirmed that +NaCl concentration up to ∼80 mM does not affect cell survival (Figs. 1*F* and S4). The +NaCl effect on both *Fgf23* and *Nfat5* mRNA was concentration-dependent, with as little as 10 mM +NaCl significantly suppressing *Fgf23* mRNA (Fig. 1*G*). Time-course experiments showed that *Nfat5* mRNA peaked at 8 h of high-NaCl treatment, while the nadir of *Fgf23* mRNA levels was observed at 24 h (Fig. 1*H*). The impact of high NaCl on FGF23 was further replicated in MC3T3-E1 cells. After 6 days of differentiation in osteogenic media, these cells were subjected to a 24-h treatment with NaCl, mannitol, and urea. High NaCl, mannitol, and urea treatments induced similar changes in *Fgf23* and *Nfat5* mRNA levels as observed in UMR-106 cells (Fig. S1, *A* and *B*). As a negative control, cells cultured in nonosteogenic media did not exhibit any *Fgf23* mRNA expression.

**Figure 1:**
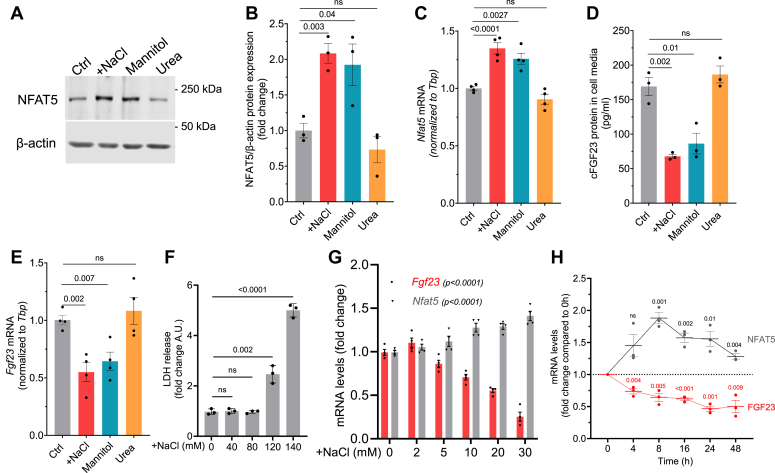
**High NaCl suppresses FGF23 formation in UMR-106 cells.***A*, representative immunoblots of NFAT5 and β-actin upon addition of 20 mM NaCl, 40 mM mannitol, and 40 mM urea treatment for 16 h. *B*, quantification of NFAT5 protein normalized with β-actin (n = 3). *C*, fold change *Nfat5* mRNA levels; *D*, cFGF23 levels in cell media; *E*, fold change *Fgf23* mRNA levels, after treating 20 mM NaCl, 40 mM mannitol, and 40 mM urea for 24 h (n = 3–4). *F*, lactate dehydrogenase (LDH) release in the cells following 0, 40, 80, 120, and 140 mM +NaCl treatment for 24 h (n = 3). *G*, fold change *Fgf23* and *Nfat5* mRNA levels following 0, 2, 5, 10, 20, and 30 mM +NaCl treatment for 24 h (n = 4). One-way ANOVA summary for *Nfat5*: F = 13.39; *p* < 0.0001; R sq. = 0.79, and for *Fgf23*: F = 56.19; *p* < 0.0001; R sq. = 0.94. *H*, fold change *Fgf23* and *Nfat5* mRNA levels after 20 mM +NaCl treatment over 0 to 48 h (n = 3). *p* value (using an unpaired *t* test) indicates statistically significant difference between *Nfat5* and *Fgf23* mRNA, when compared to 0 h (normalized to one, for each time-point). All the values are expressed in arithmetic means ± SEM. cFGF23, C-terminal fragments FGF23; FGF23, fibroblast growth factor-23; iFGF23, intact FGF23.

### Hypotonicity increases FGF23 production

We explored the possibility that hyponatremia might have a direct effect on FGF23 formation. To mimic hyponatremia, cells were cultured in low [Na^+^] media. To generate cell culture media with low [Na^+^] concentrations, custom-made NaCl-free media was reconstituted with specific amounts of NaCl to obtain media in which [Na^+^] were −5, −10, −15, and −20 mM lower than in control media. As shown in Figure 2*A*, we found that reducing [Na^+^] in the culture media increased *Fgf23* mRNA levels in a dose-dependent manner. To understand the underlying mechanisms by which low [Na^+^] stimulates FGF23 formation, we manipulated the low [Na^+^] media (−20 mM) with and without correction of osmolality by the addition of 40 mM mannitol or 40 mM urea. As shown in Table S2, the osmolality of low [Na^+^] medium was 260.7 ± 1.5 mOsm/kg. There was an almost similar correction in osmolality after the addition of mannitol and urea (∼302 mOsm/Kg). Interestingly, the addition of mannitol to the low [Na^+^] medium reversed the increase in FGF23; however, the addition of urea did not affect FGF23 formation. This effect was observed at both mRNA and protein levels measured from cells and cell supernatants, respectively (Fig. 2, *B* and *C*). These findings suggested that low tonicity rather than low osmolality was responsible for the increase in FGF23 upon reducing [Na^+^] concentrations. Expectedly, upon reducing [Na^+^] concentration, *Nfat5* mRNA was significantly lower, the effect, again, was reversed by mannitol but not urea (Fig. 2*D*). Similar changes were observed in MC3T3-E1 cells (Fig. S2).

**Figure 2:**
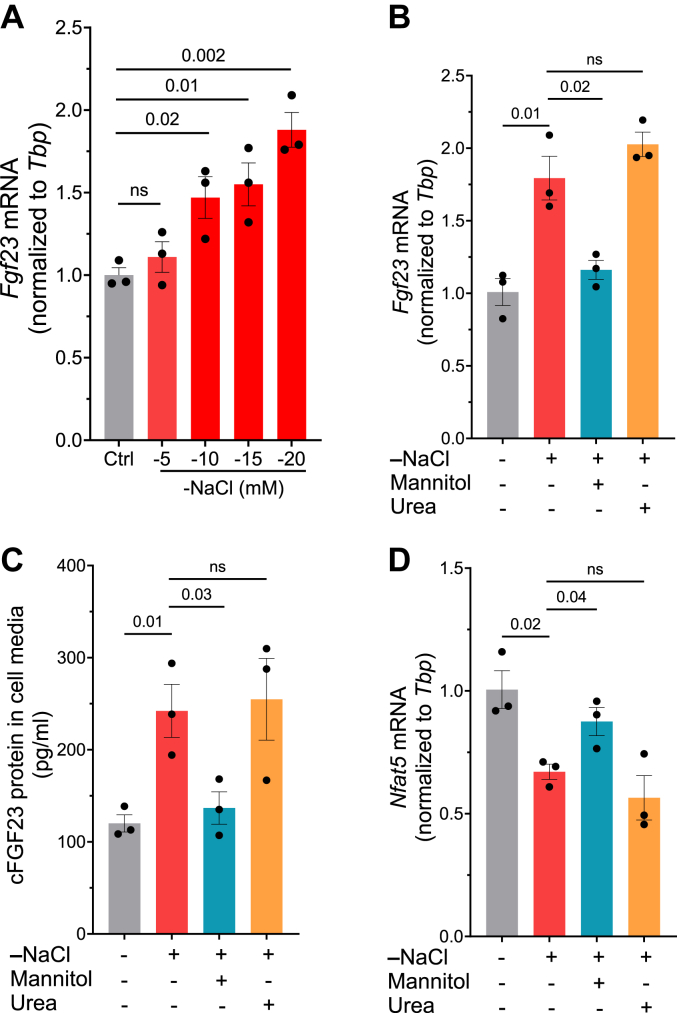
**Hypotonicity elevates FGF23 formation in UMR-106 cells.***A*, fold change *Fgf23* mRNA levels upon treating NaCl-deficient culture media by −5, −10, −15, and −20 mM NaCl for 24 h (n = 3). *B*, fold change *Fgf23* mRNA; *C*, cFGF23 levels in media; *D*, *Nfat5* mRNA, after treating cells with −20 mM NaCl-deficient culture media. The osmolality was corrected by adding mannitol (40 mM) or urea (40 mM) for 24 h (n = 3). All the values are expressed in arithmetic means ± SEM. ns (not significant) *p* > 0.05. cFGF23, C-terminal fragments FGF23; FGF23, fibroblast growth factor-23.

### No evidence for FGF23 regulation by AVP

Elevated AVP levels in hyponatremia could potentially affect osteoblast function through its receptors. AVP exerts major pathophysiological actions through three distinct receptor isoforms designated V_1a_, V_1b_, and V_2_. Both V_1a_ and V_2_ receptors have been found in murine osteoblasts and osteoclasts, where they may take part in bone remodeling (26, 27). To this end, we checked the expression pattern of AVP receptors in the rat osteoblast-like UMR-106 cell line. Endpoint PCR was performed on RNA isolated from rat liver (positive control for V_1a_ receptor), kidney (positive control for V_2_ receptor), and UMR-106 cells. As shown in Figure 3*A*, V_1a_ receptors were very abundant in the liver, while also expressed in kidney tissue as well as UMR-106 cells. However, V_2_ receptors were mostly detected in kidney tissue with only slight expression in liver and UMR-106 cells. To further confirm that V_1a_ is the major AVP receptor expressed in UMR-106 cells, qRT-PCR was performed. As shown in Figure 3*B*, V_1a_ mRNA levels were ∼7 times higher than V_2_ mRNA in UMR-106 cells. As expected, the pituitary-specific V_1b_ receptor (37) was undetectable in UMR-106 cells. Next, we treated UMR-106 cells with AVP (1–1000 nM) for 24 h (Fig. 3*C*). However, this did not result in any significant change in *Fgf23* mRNA expression. Moreover, AVP (100 nM) applied for various time points between 3 and 24 h also did not affect *Fgf23* mRNA levels (Fig. 3*D*). We found that the main AVP receptor expressed in UMR-106 cells is V_1a_; however, AVP binds more strongly to V_2_ than V_1a_ receptors in rats (Kd = 1.7 nm for the V_1a_; Kd = 0.4 nm for the V2) (37). Therefore, next, we explored the effect of specific V_1a_ agonist ([Phe^2^]OVT, [Phe^2^,Orn^8^]vasotocin) (38) and V_2_ agonist (ddAVP) on *Fgf23* synthesis. However, both V_1a_ agonist and V_2_ agonist, at low and high concentrations, did not affect *Fgf23* production significantly, when treated for a duration of 24 h (Fig. 3, *E* and *F*). To investigate the impact of hyponatremia and high AVP together on FGF23 production, we exposed cells to a low-NaCl medium with a V_1a_ agonist or AVP. However, this combined treatment did not result in a significant alteration in FGF23 formation when compared to cells exposed to low-NaCl alone (Fig. 3*G*). Consistent with these *in vitro* data, the lack of V_1a_ receptors in mice had no effect on FGF23 levels in the serum (Fig. 3*H*). Overall, based on these findings, we concluded that although V_1a_ receptors are adequately expressed in UMR-106 cells, AVP does not modulate FGF23 formation.

**Figure 3:**
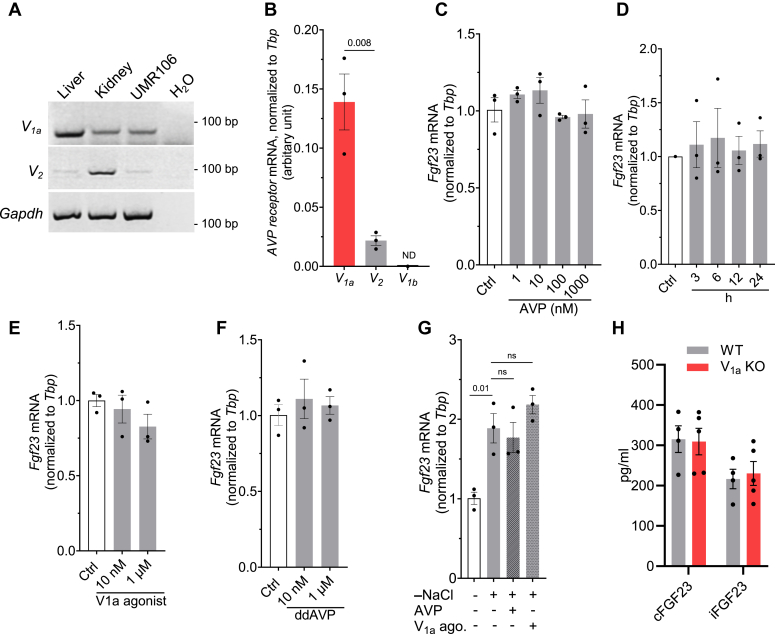
**No evidence for FGF23 regulation by AVP.***A*, agarose gel electrophoresis for detection of rat V_1a_ and V_2_ receptor mRNA in rat liver, kidney, and UMR-106 cells. The cDNA (2 μg) obtained by RT was amplified for 34 cycles by PCR. *B*, V_1a_, V_2,_ and V_1b_ mRNA expressions quantified by qRT-PCR in UMR-106 cells (n = 3). ND: not detected. *C*, fold change *Fgf23* mRNA abundance relative to *Tbp* in UMR-106 cells treated without (Ctrl) or with the indicated concentrations of AVP for 24 h. (n = 3). *D*, fold change *Fgf23* levels in UMR-106 cells treated without (Ctrl) or with 100 nM AVP for indicated durations (n = 3). *E*, fold change *Fgf23* levels in UMR-106 cells treated without (Ctrl) or with the indicated concentrations of V_1a_ agonist, ([Phe^2^]OVT, [Phe^2^,Orn^8^]vasotocin) for 24 h. (n = 3). *F*, fold change *Fgf23* levels in UMR-106 cells treated without (Ctrl) or with the indicated concentrations of V_2_ agonist, ddAVP for 24 h (n = 3). *G*, fold change *Fgf23* mRNA in UMR-106 cells treated with −20 mM NaCl with or without AVP and V_1a_ agonist (each 10 nM) for 24 h (n = 3). *H*, serum cFGF23 and iFGF23 levels in wildtype and V_1a_ KO mice (n = 4–5, each group). AVP, arginine vasopressin; cFGF23, C-terminal fragments FGF23; FGF23, fibroblast growth factor-23; iFGF23, intact FGF23.

### Tonicity-mediated FGF23 regulation is NFAT5 dependent

Our results show that elevated [Na^+^] levels (+20 mM) suppressed FGF23 formation, whereas low [Na+] levels (−20 mM) led to an increase in FGF23 synthesis. These bidirectional changes in FGF23 were inversely proportional to NFAT5 activity. In mice, *Fgf23* is expressed only in limited tissues such as the calvaria, spleen, and thymus, whereas *Nfat5* is almost ubiquitously expressed, including in the organs that produce *Fgf23* (Fig. S3). Therefore, NFAT5 may regulate FGF23 production. To test whether [Na^+^]-mediated FGF23 changes were mediated by NFAT5 or not, we used the Crispr-Cas9 technology to knockout NFAT5 in UMR-106 cells *(NFAT5*^*KO*^*).* A single-cell derived clone of *NFAT5*^*KO*^ was generated with a complete knockout, confirmed by immunoblotting (Fig. 4*A*) and qRT-PCR (Fig. 4*B*). Unlike in control cells, +NaCl treatment did not affect NFAT5 protein or mRNA expressions in *NFAT5*^*KO*^ cells (Fig. 4, *A* and *B*). Moreover, cellular damage measured by lactate dehydrogenase (LDH) activity was more prominent in *NFAT5*^*KO*^ cells than control cells, when treated with very high NaCl levels (Fig. 4*C*). These observations confirmed and validated successful NFAT5 deletion in UMR-106 cells. Importantly, *Fgf23* mRNA measured by qRT-PCR showed blunted response to tonicity in *NFAT5*^*KO*^ cells compared with control cells (Fig. 4*D*). However, the tonicity response to *Fgf23* was not completely abolished in *NFAT5*^*KO*^ cells.

**Figure 4:**
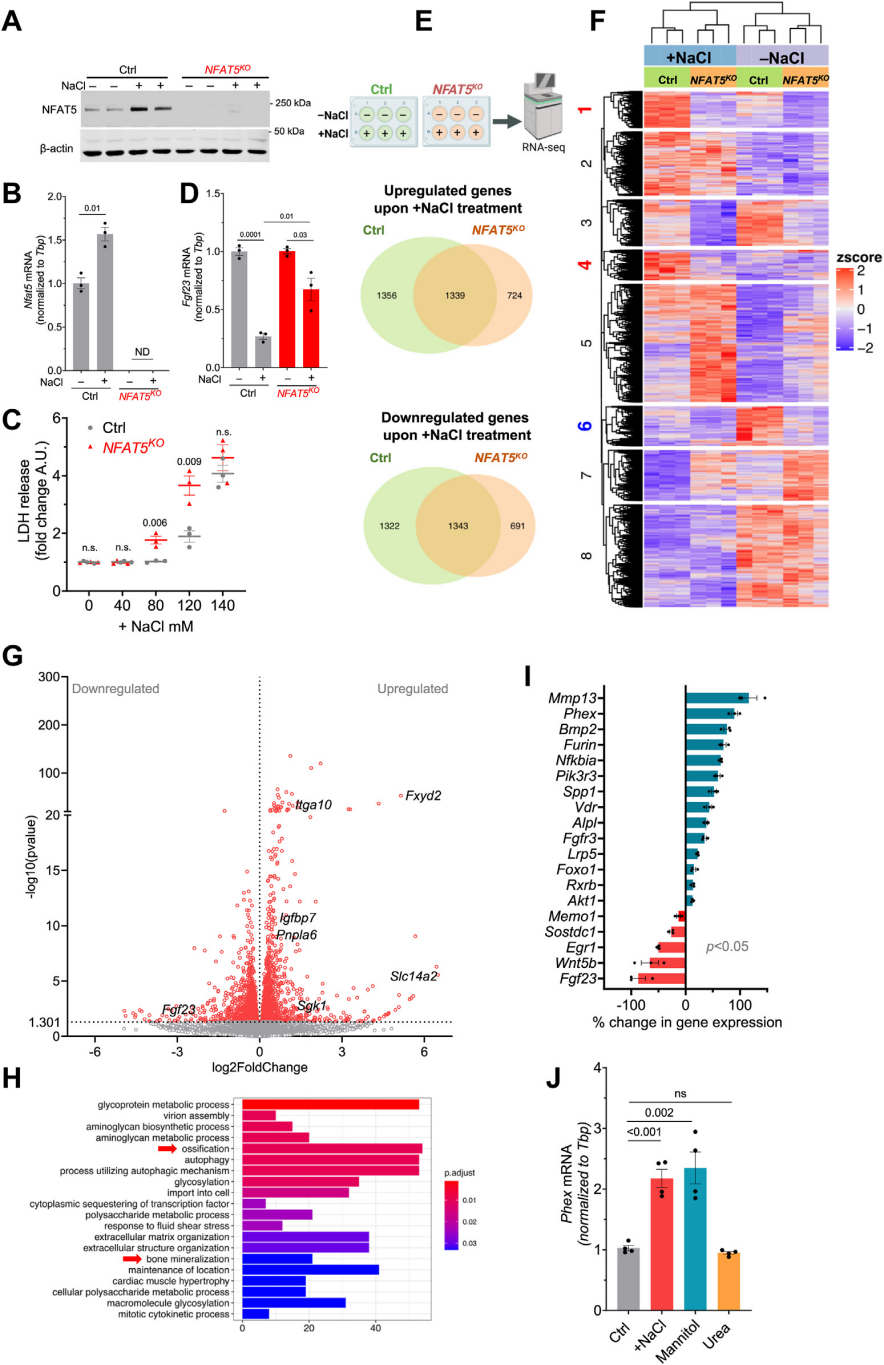
**The [Na**^**+**^**]-mediated regulation of FGF23 in UMR-106 cells requires NFAT5.***A*, original immunoblot of NFAT5 and β-actin after -NaCl (−20 mM) and +NaCl (+20 mM) treatment for 24 h in control and *NFAT5*^*KO*^ cells. *B*, *Nfat5* mRNA levels in control and *NFAT5*^*KO*^ cells after -NaCl and +NaCl treatment for 24 h (n = 3). *Nfat5* mRNA levels in *NFAT5*^*KO*^ cells were not detected. *C*, LDH release in cell supernatants treated with different NaCl concentrations (n = 3). *p* value (using an unpaired *t* test) indicates statistically significant difference between LDH levels in control and *NFAT5*^*KO*^ cell supernatant at that particular +NaCl concentration. The two-way ANOVA reveals a *p* < 0.0001 for the treatment effect and *p* = 0.0028 for the interaction. *D*, *Fgf23* mRNA levels measured by qRT-PCR in control and *NFAT5*^*KO*^ UMR-106 cells after -NaCl *versus* +NaCl treatment for 24 h (n = 3, each group). *E*, venn diagrams showing a number of upregulated/downregulated genes in -NaCl *versus* +NaCl treatment for 24 h. *F*, heatmap of gene expression levels in control and *NFAT5*^*KO*^ cells upon -NaCl *versus* +NaCl treatment. *G*, volcano plot of upregulated/downregulated genes in control cells upon -NaCl *versus* +NaCl treatment. These genes were differentially expressed in control, but not in *NFAT5*^*KO*^ cells upon -NaCl *versus* +NaCl treatment. *H*, GO analysis of the upregulated genes in control cells that remain unchanged in *NFAT5*^*KO*^ cells upon -NaCl *versus* +NaCl treatment. *I*, FGF23-regulating genes that are statistically significantly (*p* < 0.05) upregulated/downregulated in control cells but remain unchanged in *NFAT5*^*KO*^ cells upon -NaCl *versus* +NaCl treatment. *J*, *Phex* mRNA levels measured by qRT-PCR upon -NaCl *versus* +NaCl for 24 h in UMR-106 cells. Osmolality was corrected to +NaCl by adding mannitol or urea (n = 4). FGF23, fibroblast growth factor-23; LDH, lactate dehydrogenase; NFAT5, nuclear factor of activated T cells 5.

Next, we employed RNA-Seq to generate a comprehensive, unbiased survey of genes regulated by low *versus* High [Na^+^] in UMR-106 cells in control and *NFAT5*^*KO*^ cells. 

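RNA from UMR-106 cells, a rat osteoblast-like line, was sequenced in 4 groups of 3 biological replicates each: control cells with -NaCl, control cells with +NaCl, NFAT5KO cells with -NaCl and NFAT5KO cells with +NaCl. The NaCl content was lowered by 20 mM or raised by 20 mM for 24 h in medium with 1 nM calcitriol, so the groups of one genotype differed by 40 mM. The NFAT5KO cells came from a single edited cell, so the knockout and other features of that clone cannot be separated in these libraries. Poly-A RNA was made into libraries and sequenced by a commercial provider. The paper's text names neither the aligner nor the counting tool, and the genome build in the sample labels is mm10, a mouse build, whereas the gene identifiers, symbols and coordinates in the tables are those of rat. The build behind the coordinates is not stated, and chromosome, start and end are given as the tables list them. The authors gave 1 table per genotype with a normalized count per gene and library, and with their own fold change, p and adjusted p. The names of the 2 tables conflict with their column labels, and the column labels were used. They put the strongly reduced Nfat5 in the table of the knockout cells. Every normalized count was a whole number of reads divided by one factor per library, within 0.1 read, so the reads behind each value could be recovered. The recovered reads per library had a median of 18476590 (range 16379844 to 19127881) in control cells with -NaCl and 15647893 (15030201 to 18242088) in control cells with +NaCl. In NFAT5KO cells the median was 21232480 (16333851 to 22798804) with -NaCl and 15094072 (14267946 to 21676047) with +NaCl. Each table also has 12 columns with no sample name that match no library, and these 24 columns were not used.

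Nfat5, the tonicity-responsive transcription factor targeted by the knockout, is listed as ENSRNOG00000011879 on chromosome 19 from 38446059 to 38533735. Its normalized count in control cells was 2805 ± 118 (SD, n = 3) with -NaCl and 4361 ± 188 (SD, n = 3) with +NaCl. This is a log2 fold change of 0.64 (standard error 0.05, adjusted p = 4.1e-06 from limma). In NFAT5KO cells the counts were 890.2 ± 129 (SD, n = 3) and 1539.9 ± 120 (SD, n = 3), a log2 fold change of 0.80 (standard error 0.10, adjusted p = 8.5e-04). Scaled to equal depth, the mean over the NFAT5KO libraries was 0.318 of the mean over the control libraries. Counts per gene do not show which exons the reads came from.

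The normalized counts, plus 1, were analysed on the log2 scale with limma (linear model, empirical Bayes with a mean-variance trend), within each table and over genes with a mean normalized count of at least 1. The 2 tables had been normalized separately, so +NaCl was compared with -NaCl within each genotype, and the genotypes were compared only through the difference between their log2 fold changes. Here a positive log2 fold change means a higher count with +NaCl. Adjusted p values follow Benjamini and Hochberg, and 0.05 was the threshold. With 3 libraries against 3, an exact permutation test of a single gene cannot give a p below 0.10, so the tests rest on the spread pooled across genes.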

The RNA-seq of control *versus NFAT5*^*KO*^ cells revealed differential gene regulation upon -NaCl *versus* +NaCl treatment as depicted in Venn diagrams (Fig. 4*E*). This suggested that transcriptionally active NFAT5 alters the expression of numerous genes in response to +NaCl (SI dataset ½). 

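Ranbp3l rose in both genotypes, from 144 ± 6.93 (SD, n = 3) to 1533 ± 98.1 (SD, n = 3) normalized counts in control cells and from 205 ± 85.3 (SD, n = 3) to 680.3 ± 4.79 (SD, n = 3) in NFAT5KO cells. Npy1r, a receptor for neuropeptide Y, also rose in both, with log2 fold changes of 2.09 (standard error 0.08) in control cells and 1.73 (standard error 0.18) in NFAT5KO cells. Sox13, a transcription factor, fell in both, with log2 fold changes of -1.85 (standard error 0.29) and -1.89 (standard error 0.25). All of these had an adjusted p below the threshold in both genotypes (highest 0.0013). At unadjusted p, the measure drawn in the Venn diagrams, 1577 genes were higher with +NaCl in both genotypes and 1577 were lower in both. Independent lists of these sizes would share 468 and 472 of the 16195 genes tested in both tables. Another 1580 genes were higher and 1572 lower in control cells without passing in the same direction in NFAT5KO cells, and 867 were higher and 901 lower in NFAT5KO cells alone by the same rule. In 75 genes the 2 genotypes passed in opposite directions. A gene that passes in one genotype and misses the threshold in the other is not thereby shown to respond differently, which needs a test of the difference between the responses.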

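Crispld2, which encodes a secreted glycoprotein, had 256 ± 17.4 (SD, n = 3) normalized counts with -NaCl and 1192 ± 48.3 (SD, n = 3) with +NaCl in control cells, against 292 ± 25.5 (SD, n = 3) and 298 ± 13.1 (SD, n = 3) in NFAT5KO cells. The difference between its log2 fold changes, NFAT5KO minus control, was -2.19 (standard error 0.12, adjusted p = 5.9e-08 from limma). Cd24, a cell-surface glycoprotein, and Adgrv1, an adhesion receptor, rose in control cells and had differences of -1.74 (standard error 0.11, adjusted p = 1.7e-07) and -4.57 (standard error 0.65, adjusted p = 0.0012). Prelp, a matrix proteoglycan, and Atp1b1, a beta subunit of the Na+/K+-ATPase, rose in control cells (log2 fold changes 1.03 and 0.88) and fell in NFAT5KO cells (-1.09 and -0.63). The fall of Atp1b1 in NFAT5KO cells missed the threshold without -NaCl replicate 2 or 3 or +NaCl replicate 1 or 2 (adjusted p = 0.0536 to 0.0980), and its reads may be shared with Nme7, which overlaps it on the other strand. Such a difference was tested in 16849 genes of both tables. It passed in 304 genes at adjusted p, 243 with a more negative and 61 with a more positive change in NFAT5KO cells. At unadjusted p it passed in 2195 genes. Of the 304 genes, 268 also passed in control cells. Among these, 216 rose less and 48 fell less in NFAT5KO cells than in control cells, counting changes in the opposite direction. With DESeq2 the count was 484, without the mean-variance trend 103, and it was 183, 171, 200, 176 and 159 without control -NaCl replicate 1 or 2 or control +NaCl replicate 1, 2 or 3. From the gene lists of the Venn diagrams, the paper proposes that active NFAT5 alters the expression of many genes in response to +NaCl.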

In the same line, in response to +NaCl treatment, control cells exhibited significant changes in a total of 5360 genes (*p* < 0.05), whereas *NFAT5*^*KO*^ cells showed alterations in 4097 genes (Fig. S5). 

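In control cells the largest rises among genes with a mean of at least 50 normalized counts included Cemip, a hyaluronan-binding protein, from 289 ± 43.5 (SD, n = 3) to 1605 ± 71.3 (SD, n = 3), and Ihh, a signal of cartilage and bone growth, from 31.6 ± 2.22 (SD, n = 3) to 164 ± 22.7 (SD, n = 3). The largest falls of such genes included Trib3, a stress-induced pseudokinase, with a log2 fold change of -2.40 (standard error 0.48, adjusted p = 0.0037, but 0.0795 without the mean-variance trend), and Hapln3, a hyaluronan link protein, with -2.05 (standard error 0.15, adjusted p = 3.4e-06). In NFAT5KO cells Tnfrsf11b, the decoy receptor osteoprotegerin, rose from 298 ± 96.4 (SD, n = 3) to 896 ± 78.0 (SD, n = 3), and Lmo1, a transcriptional cofactor, fell by 1.76 on the log2 scale (standard error 0.27, adjusted p = 0.0026). Among the largest changes of such genes in NFAT5KO cells were also gene models without an established symbol, such as LOC100911186 (log2 fold change -4.19, lost without -NaCl replicate 1 or 2 or +NaCl replicate 2 or 3, adjusted p = 0.0506 to 0.0980), whose reads may be shared with related sequences. At unadjusted p from limma, 6306 of 17108 genes changed in control cells (3157 higher, 3149 lower) and 4922 of 16657 in NFAT5KO cells (2444 higher, 2478 lower). At adjusted p the counts were 4450 (2282 higher, 2168 lower) and 2441 (1214 higher, 1227 lower). The p values in the authors' tables give 5360 and 4097 genes at unadjusted p, equal to the counts the paper states. The NFAT5KO count at adjusted p was 923 without -NaCl replicate 2, 1098 without -NaCl replicate 3 and 1393 without +NaCl replicate 3. It was 14 when the spread was not modelled as a trend of the mean, against 2763 in control cells. With edgeR it was 2340 and with DESeq2 2567, of which 2307 and 2273 were among the 2441.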

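Most genes that passed the test in control cells moved the same way in NFAT5KO cells, by a smaller amount. Of the 4413 such genes also tested in NFAT5KO cells, 4022 (91.1%) had a fold change of the same sign there, passing the test or not. Ndrg1, a stress-responsive gene, rose in both genotypes, with log2 fold changes of 1.06 (standard error 0.06) in control cells and 0.56 (standard error 0.08) in NFAT5KO cells. Plod2, a collagen lysyl hydroxylase, had a difference between these fold changes of -0.69 (standard error 0.07, adjusted p = 6.2e-05 from limma). The slope of the NFAT5KO on the control fold changes was 0.58 by total least squares, with a Pearson r of 0.740 across genes, which are not independent replicates. Choosing genes by their change in control cells lowers such a slope. With genes chosen on the libraries of the other replicate numbers and fold changes read on those left out, a check added after the data were seen, the slopes were 0.49, 0.84 and 0.78. The lowest was read on the libraries of number 1. NFAT5KO -NaCl replicate 1 lay nearer to the +NaCl libraries on principal component 1 (-5.63) than -NaCl replicates 2 and 3 (-22.9 and -19.8). Leaving out 1 library gave slopes from 0.52 (without NFAT5KO -NaCl replicate 2) to 0.71 (without NFAT5KO -NaCl replicate 1). The size of the weakening thus depends on single libraries. Of the 304 genes whose response differed at adjusted p, 266 lie among the 4413.

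**Figure D1:**
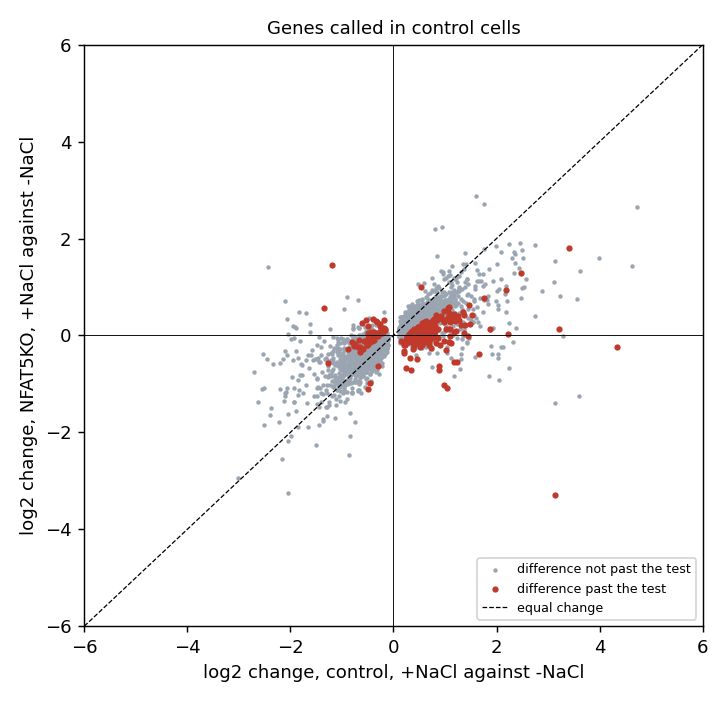
Log2 fold change with +NaCl over -NaCl in NFAT5KO cells against that in control cells, 1 point per gene, for the 4413 genes that passed the test in control cells. The 266 genes whose response differed between the genotypes are red, and the dashed line marks equal change. Most points lie nearer to 0 on the NFAT5KO axis.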

Block ¼/6 of the heatmap (Fig. 4*F*) summarizes the genes that exhibit significant upregulation or downregulation in response to +NaCl treatment in control cells, while only slight or no alterations in *NFAT5*^*KO*^ cells. Therefore, we focused only on these unique sets of potential NFAT5 targets (SI dataset 3). These NFAT5-target genes (n = 2615) are further summarized in a volcano plot (Fig. 4*G*). 

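Of the genes that passed at unadjusted p in control cells alone, Dusp1, a phosphatase of MAP kinases, rose in control cells with a log2 fold change of 0.81 (standard error 0.08), and its change in NFAT5KO cells was smaller by 0.82 on this scale (standard error 0.11, adjusted p = 8.7e-04 from limma). Hk1, a hexokinase, rose in control cells by 0.60 (standard error 0.05), with a difference of -0.63 (standard error 0.10, adjusted p = 0.0034, but 0.0583 without the mean-variance trend). By the rule of passing in control cells and not in the same direction in NFAT5KO cells at unadjusted p, the set held 3152 genes. Of the 3060 also tested in NFAT5KO cells, 2297 (75.1%) had a fold change of the same sign there. A difference between the responses could be tested for 3103 genes. It passed at adjusted p in 205 (6.61%), each with a smaller change in NFAT5KO cells or one in the opposite direction. At unadjusted p it passed in 1113 (35.9%). In simulated data with few changed genes, this test called 0% of differences of 0.25 and 43.3% of those of 0.5 on the log2 scale. Small differences can thus be missed, and these shares do not estimate how many genes respond differently. The p values in the authors' tables give 2678 genes by the same rule of direction, and 2626 that passed in no direction in NFAT5KO cells.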

*Slc14a2, Fxyd2, Sgk1, Pnpla6, Igfbp7,* and *Itga10* are known NFAT5 targets (39), and our study confirmed this. 

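Each of the 6 named genes rose with +NaCl in control cells. Fxyd2 (ENSRNOG00000016469, chromosome 8, 49710477 to 49716955), the gamma subunit of the Na+/K+-ATPase, rose from 8.01 ± 5.41 (SD, n = 3) to 289 ± 28.4 (SD, n = 3) normalized counts, a log2 fold change of 5.17 (standard error 0.36, adjusted p = 3.1e-06 from limma). Itga10 (ENSRNOG00000021217, chromosome 2, 198772937 to 198792253), a collagen-binding integrin, rose from 1395 ± 60.0 (SD, n = 3) to 2263 ± 33.2 (SD, n = 3), and Igfbp7 (ENSRNOG00000002050, chromosome 14, 33010300 to 33070190), which Rpl39 and Polr2b overlap on the other strand, from 789.7 ± 41.9 (SD, n = 3) to 1161 ± 89.8 (SD, n = 3). Pnpla6 (ENSRNOG00000000977, chromosome 12, 2069959 to 2097904), a phospholipase that makes glycerophosphocholine, rose by a log2 fold change of 0.43 (standard error 0.05, adjusted p = 1.0e-04). Sgk1 (ENSRNOG00000011815, chromosome 1, 24185435 to 24302298), a kinase of ion transport, rose by 0.46 (standard error 0.12, adjusted p = 0.0190), and Sgk1 in control cells missed the threshold without -NaCl replicate 1 or 2 or +NaCl replicate 2 or 3 (adjusted p = 0.0646 to 0.0764) or without the mean-variance trend (0.0518). Slc14a2 (ENSRNOG00000061714, chromosome 18, 74546220 to 74688551), a urea transporter, had 0 reads in the 3 libraries with -NaCl and 22 reads in those with +NaCl, at least 8.14-fold higher when the floor is 3 reads over the group (counting error only). At adjusted p from limma 0 of the 5 of these genes tested in NFAT5KO cells passed, 1 (Itga10, lower with +NaCl) passed at unadjusted p, and edgeR and DESeq2 also gave 0. The authors' p for Itga10 there was 0.0528. Fxyd2 had 2 reads with -NaCl and 1 read with +NaCl over the NFAT5KO libraries and was below the filter there.

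The difference between the genotypes passed for Fxyd2 (-5.42, standard error 0.71, adjusted p = 5.5e-04), Itga10 (-0.90, standard error 0.10, adjusted p = 1.6e-04) and Igfbp7 (-0.57, standard error 0.12, adjusted p = 0.0235). It did not pass for Pnpla6 (adjusted p = 0.129), Sgk1 (0.566) or Slc14a2 (0.331). With edgeR the difference of Fxyd2 had an adjusted p of 0.133, and that of Igfbp7 missed the threshold without control -NaCl replicate 1 or 2, control +NaCl replicate 3 or NFAT5KO -NaCl replicate 1 or 2 (adjusted p = 0.0550 to 0.0743) and without the mean-variance trend (0.145). As a list the 6 genes rose in control cells by limma's camera test with a preset correlation (adjusted p = 2.3e-06, and 0.0475 with an estimated correlation). When adjusted over the list alone, 6 passed. The paper cites them as known NFAT5 targets and reports them as changed in these samples, so the list is not independent evidence. With the preset correlation, up to 14 lists passed in control cells and 9 in NFAT5KO cells when libraries were regrouped across the media. Its p values can thus be too small, here and for the lists below. A list of classical tonicity-response genes was fixed before the tests were run, but after the paper's figures had been seen. It holds 4 of the genes named here. In control cells 11 of its 16 measured genes rose and 1 fell (12 and 1 when adjusted over the list alone, camera adjusted p = 1.5e-07, 0.0475 with an estimated correlation). S100a4, a calcium-binding protein, rose by 1.56 (standard error 0.07) and Aqp1, a water channel, by 0.75 (standard error 0.04). In NFAT5KO cells 4 of 14 rose and 2 fell (the same counts when adjusted over the list alone, camera adjusted p = 0.0441, 0.711 with an estimated correlation). Slc38a2, an amino acid transporter, rose there by 0.50 (standard error 0.07), and the glucose transporter Slc2a1 fell by 0.61 (standard error 0.11). The NFAT5KO list result missed the threshold without -NaCl replicate 1 or 2 or +NaCl replicate 1 or 3 (adjusted p = 0.0601 to 0.101).

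**Figure D2:**
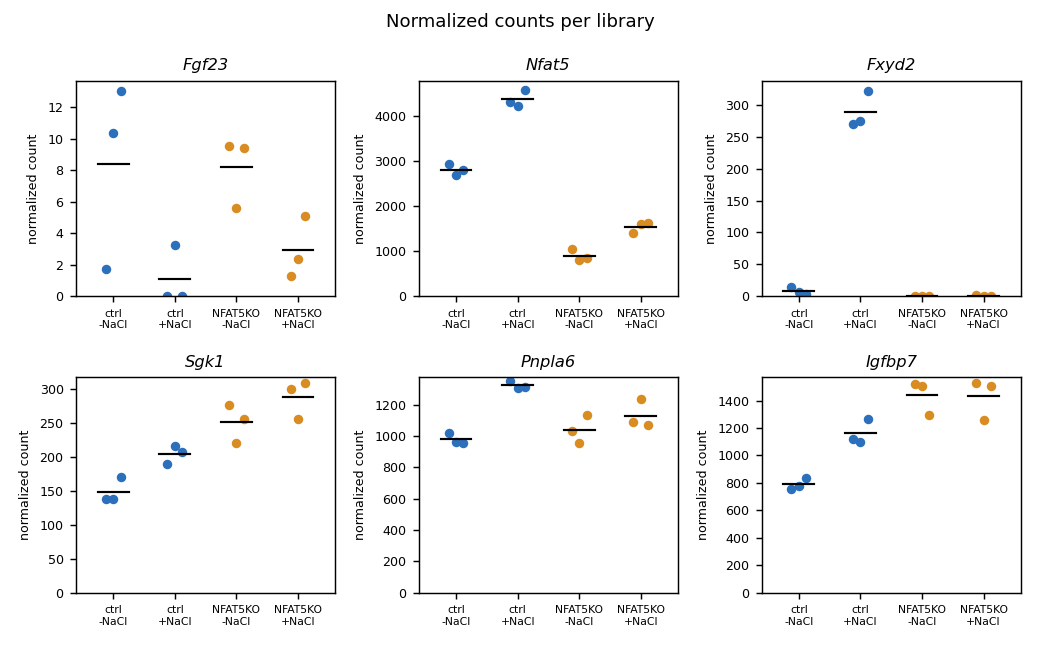
Normalized counts of Fgf23, Nfat5, Fxyd2, Sgk1, Pnpla6 and Igfbp7 in each of the 12 libraries, with bars at the mean of each group of 3. The 2 genotypes were normalized separately, so levels compare within a genotype. Fxyd2 reaches 289 in control cells with +NaCl and stays below 1 count on average in both NFAT5KO groups.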

Importantly, only control cells showed statistically significant downregulation of *Fgf23* after +NaCl treatment. 

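Fgf23 (ENSRNOG00000052205, chromosome 4, 159622404 to 159630082), the phosphate-regulating hormone, was close to the limit of detection in all 4 groups. In control cells it had 8.38 ± 5.89 (SD, n = 3) normalized counts with -NaCl and 1.09 ± 1.89 (SD, n = 3) with +NaCl, and in NFAT5KO cells 8.19 ± 2.24 (SD, n = 3) and 2.91 ± 1.96 (SD, n = 3). The control libraries with -NaCl held 2, 10 and 14 reads and those with +NaCl 0, 3 and 0. In NFAT5KO cells the reads were 12, 5 and 11 with -NaCl and 1, 2 and 6 with +NaCl. Per unit of depth, the ratio of +NaCl to -NaCl reads in control cells was 0.128 (exact Clopper-Pearson 95% interval 0.0248 to 0.418, counting error only). The log2 fold change in control cells was -2.23 (standard error 0.81), which passed at unadjusted p (0.0189) and not at adjusted p (0.0660) from limma. In NFAT5KO cells it was -1.32 (standard error 0.53), with an unadjusted p of 0.0296 and an adjusted p of 0.121. The authors' p was 0.0246 in control and 0.133 in NFAT5KO cells. Between the genotypes the difference was 0.91 (standard error 1.00, unadjusted p 0.375, adjusted p 0.775). A difference in the response of Fgf23 was thus not detected, and with this standard error it is not excluded either. Fgf23 in control cells passed at adjusted p without -NaCl replicate 1 (0.0266), without +NaCl replicate 2 (0.0326) and with the replicate number as a block. The range was 0.0266 to 0.202 over all alternatives tried.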

The gene ontology analysis of the upregulated potential NFAT5 targets indicated the activation of ‘ossification’ and ‘bone-mineralization’ signaling pathways (Fig. 4*H*, SI dataset 4). 

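Genes of osteoblasts and osteocytes rose together with +NaCl in control cells. In a list fixed before the tests were run, 20 of 27 measured genes rose and 3 fell (21 and 3 when adjusted over the list alone, camera adjusted p = 1.1e-13, 0.0311 with an estimated correlation). The list is not independent of the paper, since ossification is a theme of Fig. 4H, and of its 28 listed genes 8 are in Fig. S7 and 4 in Fig. 4I. In NFAT5KO cells 11 of 27 rose and 2 fell (15 and 4 when adjusted over the list alone, camera adjusted p = 4.9e-04, 0.711 with an estimated correlation). Among extracellular matrix genes and collagens, 21 of 29 rose and 2 fell in control cells (22 and 2 when adjusted over the list alone, camera adjusted p = 3.5e-11, 0.103 with an estimated correlation). Col6a3, a chain of collagen VI, rose by 1.11 (standard error 0.04) and Tnc, tenascin C, by 0.92 (standard error 0.05). In NFAT5KO cells 10 of 28 matrix genes rose and 3 fell (12 and 4 when adjusted over the list alone). Lum, the proteoglycan lumican, rose there by 0.85 (standard error 0.15), and Fmod, fibromodulin, fell by 0.97 (standard error 0.06). The matrix list passed in NFAT5KO cells (camera adjusted p = 0.0278, 0.734 with an estimated correlation), but not without -NaCl replicate 2 (0.0746) or +NaCl replicate 1 (0.149). Both lists had a more negative response in NFAT5KO cells by the test of the difference (camera adjusted p = 6.2e-11 for osteoblast and 3.2e-13 for matrix genes, 0.0335 and 0.0300 with an estimated correlation).

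Of the genes of glycosaminoglycan synthesis, 11 of 30 rose and 3 fell in control cells (14 and 3 when adjusted over the list alone, camera adjusted p = 8.8e-04, 0.111 with an estimated correlation). Chst12, a chondroitin sulfotransferase, rose by 1.21 (standard error 0.08), and Ugdh, which makes the UDP-glucuronate used in this synthesis, fell by 0.54 (standard error 0.05). Of the autophagy genes, 13 of 29 rose and 1 fell (15 and 1 when adjusted over the list alone, camera adjusted p = 8.7e-05, 0.0799 with an estimated correlation), with Gabarapl2 at 0.61 (standard error 0.05). In NFAT5KO cells 5 of 30 glycosaminoglycan genes rose and 2 fell (5 and 2 when adjusted over the list alone, camera adjusted p = 0.504), and 6 of 29 autophagy genes rose (8 rising and 1 falling when adjusted over the list alone, camera adjusted p = 0.0033, 0.322 with an estimated correlation). The difference between the genotypes passed for 3 of 30 glycosaminoglycan genes and 1 of 29 autophagy genes, and as a list for glycosaminoglycan synthesis (camera adjusted p = 0.0011, 0.123 with an estimated correlation) and not for autophagy (0.118). Chondrocyte markers, of another cell type, also had a more negative response in NFAT5KO cells (camera adjusted p = 0.0053, 0.0779 with an estimated correlation). The matrix, glycosaminoglycan and autophagy lists follow themes of Fig. 4H. The study drew these from genes that rose in control cells and were unchanged in NFAT5KO cells of these samples. Neither the direction of the lists nor their difference between the genotypes is therefore independent evidence. The gene ontology enrichment itself was not repeated here.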

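Of the 19 genes of Fig. 4I, 13 rose and 3 fell with +NaCl in control cells at adjusted p (14 and 5 when adjusted over the list alone). In NFAT5KO cells limma gave 0 at adjusted p, edgeR and DESeq2 also gave 0, and 3 (Fgf23, Phex and Wnt5b) passed at unadjusted p. By the authors' p these 3 did not pass there (0.133, 0.0575 and 0.176). Bmp2, a bone morphogenetic protein, rose in control cells from 437 ± 22.8 (SD, n = 3) to 768 ± 40.3 (SD, n = 3), and Furin, a protease that cleaves FGF23, from 1102 ± 39.1 (SD, n = 3) to 1867 ± 92.7 (SD, n = 3). Their means in NFAT5KO cells were 687 ± 52.0 (SD, n = 3) and 679.8 ± 30.1 (SD, n = 3) for Bmp2 and 1251 ± 10.2 (SD, n = 3) and 1229.8 ± 123 (SD, n = 3) for Furin. Between the genotypes the difference was -0.83 (standard error 0.10, adjusted p = 3.1e-04) for Bmp2 and -0.79 (standard error 0.09, adjusted p = 2.2e-04) for Furin. Pik3r3, a regulatory subunit of a lipid kinase, rose by 0.67 (adjusted p = 0.0025), and Egr1, an early response transcription factor, fell by 0.98 (adjusted p = 0.0052). Sostdc1, an antagonist of BMP and Wnt signals, fell in control cells by 0.44 on the log2 scale (standard error 0.07), with a difference of 0.51 (standard error 0.09, adjusted p = 0.0065). In all, the difference passed for 10 of the 19 genes, 9 with a more negative and 1 with a more positive change in NFAT5KO cells (9 and 2 when adjusted over the list alone). Besides Bmp2, Furin and Sostdc1 these were Mmp13, Nfkbia, Spp1, Vdr, Alpl, Fgfr3 and Lrp5. Spp1, Fgfr3 and Lrp5 missed the threshold in 3, 9 and 5 of the 12 fits that leave out a library, and Fgfr3 missed it with edgeR (adjusted p = 0.0597). Without the mean-variance trend these, Sostdc1 (adjusted p = 0.0531) and Vdr (0.0748) missed it too.

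The genes below the threshold in control cells at adjusted p were Fgf23, Rxrb (log2 fold change 0.19, adjusted p = 0.0956) and Wnt5b (-1.67, adjusted p = 0.0569, 48 reads with -NaCl and 14 with +NaCl). Memo1 fell by 0.20 (adjusted p = 0.021), but not without -NaCl replicate 1 or 2 or +NaCl replicate 1 or 3 (adjusted p = 0.0545 to 0.0846) or without the trend (0.115). The study chose the genes of Fig. 4I on these samples, so the direction of the list (camera adjusted p = 3.1e-05, 0.0478 with an estimated correlation) is not independent evidence. They were chosen as changed in control cells and unchanged in NFAT5KO cells. That choice favours few calls in NFAT5KO cells and differences between the genotypes, so neither is independent evidence. A list of 21 FGF23 processing and phosphate regulators was fixed before the tests were run. Of its genes 4 are in Fig. S7 and 3 in Fig. 4I, which had been seen. Among the 19 measured, 6 rose and 3 fell in control cells (6 and 4 when adjusted over the list alone). The list did not pass (camera adjusted p = 0.0956), but did without -NaCl replicate 3 (0.0488) or +NaCl replicate 1 (0.0406). Of the vitamin D receptor targets, 3 of 10 rose (3 when adjusted over the list alone), all of them (Spp1, Vdr and Lrp5) in Fig. 4I too. Their list result (camera adjusted p = 0.0232, 0.284 with an estimated correlation) missed the threshold without control -NaCl replicate 2 (0.0731).

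**Figure D3:**
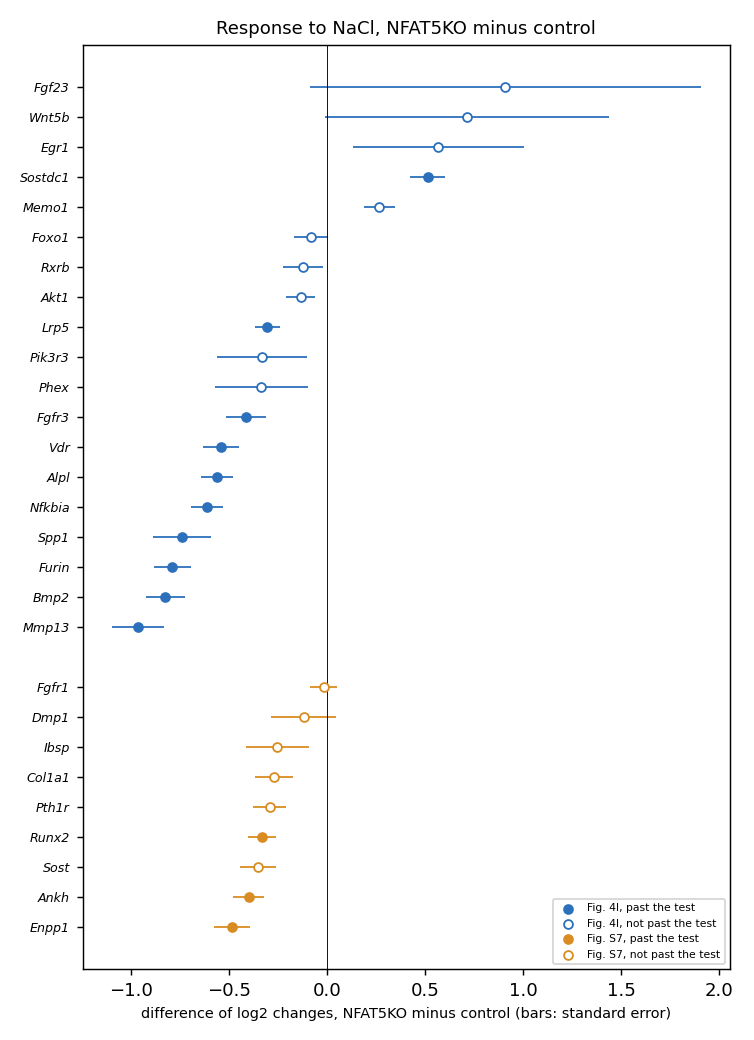
Difference between the log2 fold changes, NFAT5KO minus control, with its standard error, for the genes of Fig. 4I (blue) and Fig. S7 (orange), from 3 libraries per group. Filled points have an adjusted p below 0.05. Most filled points lie below 0, and Sostdc1 lies above it.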

After manually screening the genes involved in these pathways, we found that many of the identified genes regulate FGF23 and/or bone mineralization (Fig. 4*I*). Genes like *Phex, Mmp3, Nfkbia, Foxo1,* and *Akt1* are known to regulate FGF23 formation (40). 

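Phex (ENSRNOG00000023440, chromosome X, 40460047 to 40717982), an endopeptidase gene whose loss raises FGF23, rose in control cells from 103 ± 15.6 (SD, n = 3) to 195 ± 10.6 (SD, n = 3) normalized counts, a log2 fold change of 0.93 (standard error 0.14, adjusted p = 7.2e-04 from limma). In NFAT5KO cells it had 38.4 ± 5.44 (SD, n = 3) and 58.1 ± 4.38 (SD, n = 3), a log2 fold change of 0.59 (standard error 0.22) that passed at unadjusted p (0.0183) and not at adjusted p (0.0888). The authors' p for this change was 0.0575, and the paper's RT-qPCR saw no rise of Phex there. Its difference between the genotypes was -0.34 (standard error 0.24, adjusted p = 0.599). Nfkbia (ENSRNOG00000007390, chromosome 6, 76267228 to 76270457), an inhibitor of NF-kB, rose in control cells from 749 ± 12.9 (SD, n = 3) to 1232 ± 21.2 (SD, n = 3) and had 758 ± 44.5 (SD, n = 3) and 815 ± 45.7 (SD, n = 3) in NFAT5KO cells, with a difference of -0.61 (standard error 0.08, adjusted p = 8.0e-04). Foxo1 (ENSRNOG00000013397, chromosome 2, 141451234 to 141527016), a transcription factor downstream of insulin signals, rose by 0.20 (standard error 0.06, adjusted p = 0.0262), but the rise of Foxo1 in control cells missed the threshold without -NaCl replicate 1, 2 or 3 or +NaCl replicate 2 or 3 (adjusted p = 0.0515 to 0.107) or without the mean-variance trend (0.0816). Akt1 (ENSRNOG00000028629, chromosome 6, 137218376 to 137236258), a kinase of the same pathway, rose by 0.17 (standard error 0.04, adjusted p = 0.0103, but 0.101 without the trend). The difference did not pass for Foxo1 (adjusted p = 0.768) or Akt1 (0.475). Mmp3 (ENSRNOG00000032626, chromosome 8, 5676665 to 5698579) is not listed in the control table and had 2 reads in 1 NFAT5KO library, too few for a test. Mmp13 (ENSRNOG00000008478, chromosome 8, 5522739 to 5533018), the collagenase shown in Fig. 4I, rose in control cells from 163 ± 7.52 (SD, n = 3) to 352 ± 42.2 (SD, n = 3), with a difference between the genotypes of -0.96 (standard error 0.13, adjusted p = 8.7e-04).

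The list of NF-kB targets was fixed before the tests were run and includes Nfkbia and Mmp13 of Fig. 4I, which had been seen. In control cells 7 of 18 rose and 1 fell (7 and 1 when adjusted over the list alone, camera adjusted p = 0.0197, 0.149 with an estimated correlation). Nfkb1 rose by 0.45 (standard error 0.05) and Csf1, a macrophage growth factor, by 0.54 (standard error 0.08). In NFAT5KO cells 0 of 16 passed at adjusted p from limma, 0 at unadjusted p and 0 with edgeR or DESeq2. The response of the list was more negative in NFAT5KO cells (camera adjusted p = 4.1e-04, 0.0335 with an estimated correlation), with 4 of 17 genes passing the test of the difference (7 lower and 1 higher when adjusted over the list alone).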

As proof of concept, we analyzed *Phex*, a known suppressor of FGF23, and found that *Phex* mRNA is significantly upregulated by the treatment of +NaCl and mannitol but not by urea (Fig. 4*J*). Interestingly, NaCl-mediated upregulation of *Phex*, as confirmed by qRT-PCR, was not observed in *NFAT5*^*KO*^ cells (Fig. S6) confirming it is a tonicity or NFAT5 target. However, other known regulators of FGF23 such as *Ibsp, Enpp1, Ankh, Pth1r, Dmp1, Fgfr1*, and *Sost*, were altered in both control and *NFAT5*^*KO*^ cells (Fig. S7), suggesting NFAT5-independent mechanism in FGF23 regulation by [Na^+^]. 

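Ibsp (ENSRNOG00000002158, chromosome 14, 6801204 to 6813945), bone sialoprotein, rose in both genotypes, with log2 fold changes of 1.43 (standard error 0.04, adjusted p = 9.1e-09 from limma) in control cells and 1.17 (standard error 0.13, adjusted p = 6.5e-04) in NFAT5KO cells. Sost (ENSRNOG00000020805, chromosome 10, 89897087 to 89900131), the Wnt inhibitor sclerostin, fell in both, from 1880.2 ± 33.7 (SD, n = 3) to 1297 ± 68.9 (SD, n = 3) in control cells and from 733 ± 55.5 (SD, n = 3) to 394 ± 20.6 (SD, n = 3) in NFAT5KO cells. Enpp1 and Ankh, which supply extracellular pyrophosphate, rose in control cells by 0.98 and 0.82 (standard errors 0.04 and 0.04) and in NFAT5KO cells by 0.49 and 0.42 (standard errors 0.08 and 0.07). Pth1r, the receptor for parathyroid hormone, rose by 0.81 and 0.52, and Fgfr1, a receptor for FGF23, by 0.45 and 0.43. Dmp1, a matrix protein of osteocytes, rose in control cells by 0.46 (standard error 0.09, adjusted p = 0.0036) and had a log2 fold change of 0.34 in NFAT5KO cells that passed at unadjusted p (0.0265) and not at adjusted p (0.113). Of the 9 genes of Fig. S7, 8 rose and 1 fell in control cells, and 6 rose and 1 fell in NFAT5KO cells (8 and 1 in both when adjusted over the list alone). The other gene below the threshold in NFAT5KO cells was Col1a1, with 0.25 (adjusted p = 0.0592). The genes were chosen on these samples, so the list results (camera adjusted p = 1.0e-08 in control cells and 8.7e-05 in NFAT5KO cells, 0.0362 and 0.710 with an estimated correlation) are not independent evidence.

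Passing in both genotypes did not mean equal change. The difference between the genotypes passed for Enpp1 (-0.48, adjusted p = 0.0117), Ankh (-0.40, adjusted p = 0.0158) and Runx2 (-0.33, adjusted p = 0.0310), a transcription factor of osteoblasts that a 5S_rRNA model overlaps on the same strand. It did not pass for Ibsp (adjusted p = 0.550), Fgfr1 (0.953), Dmp1 (0.833), Pth1r (0.105) or Sost (0.0667), and DESeq2 called the last 2 (adjusted p = 0.0228 and 0.0315). Ankh missed the threshold without control -NaCl replicate 2 (0.0507) or +NaCl replicate 3 (0.0572), and Runx2 in 8 of the 12 fits that leave out a library. Without the mean-variance trend Enpp1 (adjusted p = 0.100), Ankh (0.117) and Runx2 (0.149) missed it.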

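Atp1b3, a subunit of the Na+/K+-ATPase, rose in control cells by 0.52 (standard error 0.04), with a difference between its log2 fold changes, NFAT5KO minus control, of -0.49 (standard error 0.06, adjusted p = 3.1e-04 from limma). Slc12a2, the Na+/K+/Cl- cotransporter of cell volume control, rose by 0.44 (standard error 0.06), and Slc12a4, a K+/Cl- cotransporter, fell by 0.35 (standard error 0.04). The list of 24 ion transport and cell volume genes was fixed before the tests were run. Of its genes 4 are also in Fig. S8, which rests on these samples and had been seen. In control cells 9 of the 24 rose and 5 fell (11 and 5 when adjusted over the list alone). In NFAT5KO cells 4 rose and 3 fell (5 and 5). The list rose in control cells (camera adjusted p = 0.0337, 0.185 with an estimated correlation), but not without -NaCl replicate 1 (0.0616). Its response was more negative in NFAT5KO cells, with 3 of the 24 genes passing (adjusted p = 0.00125, 0.0279 with an estimated correlation).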

Fig. S8 summarized potential NFAT5-target genes, which were previously postulated in [Na^+^] sensing and [Na^+^] homeostasis. Figs. S9 and S10 illustrate the analysis of all the KEGG and gene ontology pathways, respectively.

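Genes of the amino acid synthesis and ATF4 response were lower with +NaCl in both genotypes, 22 of 27 falling in control cells and 8 of 27 in NFAT5KO cells, with 0 rising (26 and 8 falling when adjusted over the list alone). Phgdh, which opens serine synthesis, fell by 0.89 on the log2 scale (standard error 0.09) in control cells and by 0.51 (standard error 0.07) in NFAT5KO cells, and Psat1, the next enzyme, fell by 1.18 (standard error 0.15) and by 0.58 (standard error 0.11). The list had camera adjusted p values of 1.0e-11 and 7.3e-05, which were 0.284 and 0.734 with an estimated correlation. In NFAT5KO cells the mean of the list of amino acid synthesis and ATF4 targets fell by 0.40, and by 0.18 without -NaCl replicate 3 (adjusted p = 0.0295), which stood above the other -NaCl libraries. In control cells it fell by 0.97, and by 0.68 without -NaCl replicate 3. Genes of DNA replication also fell, 29 of 34 in control cells and 12 of 34 in NFAT5KO cells (31 and 15 when adjusted over the list alone, camera adjusted p = 3.0e-15 and 3.5e-05, 0.0362 and 0.322 with an estimated correlation). Mcm2 and Mcm6, subunits of the replicative helicase, fell in control cells by 0.35 and by 0.35 (standard errors 0.03 and 0.03), and Pcna, the polymerase clamp, fell in NFAT5KO cells by 0.25 (standard error 0.05). Of the mitotic cell cycle genes, 12 of 19 fell and 1 rose in control cells and 6 fell in NFAT5KO cells (13, 1 and 8 when adjusted over the list alone), with Ccna2, cyclin A2, falling by 0.45 (standard error 0.05) and by 0.33 (standard error 0.05). The mitotic list had camera adjusted p values of 5.9e-07 and 0.0013, which were 0.145 and 0.323 with an estimated correlation.

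Lysosome genes rose, 19 of 30 in control cells with 1 falling (20 and 1 when adjusted over the list alone, camera adjusted p = 5.3e-08, 0.185 with an estimated correlation). Ctsd, the protease cathepsin D, rose by 0.59 (standard error 0.04). In NFAT5KO cells 6 of 30 rose and 1 fell (6 and 1 when adjusted over the list alone), and the list passed (camera adjusted p = 0.0441, 0.734 with an estimated correlation) but not without -NaCl replicate 3 (0.0849) or +NaCl replicate 1 (0.170) or 3 (0.177). Of 23 genes of sterol synthesis, 16 rose in control cells and 7 in NFAT5KO cells (18 rising with 1 falling and 10 rising when adjusted over the list alone, camera adjusted p = 4.3e-07 and 4.9e-04, 0.188 and 0.734 with an estimated correlation), with Lss, lanosterol synthase, rising by 0.61 (standard error 0.06) and 0.40 (standard error 0.07). Glycolysis and hypoxia targets went both ways in control cells, 5 of 24 rising and 8 falling (5 and 10 when adjusted over the list alone, camera adjusted p = 0.157), while in NFAT5KO cells 1 rose and 11 fell (2 and 13, camera adjusted p = 4.9e-04, 0.710 with an estimated correlation). Hk2, a hexokinase, fell by 0.49 (standard error 0.04) in control and by 0.57 (standard error 0.09) in NFAT5KO cells. Wnt pathway targets and inhibitors divided into 7 rising and 6 falling of 21 in control cells (8 and 8 when adjusted over the list alone, camera adjusted p = 0.990). The Wnt inhibitors Notum and Wif1 rose by 1.11 (standard error 0.10) and 0.62 (standard error 0.04), and Ccnd1, cyclin D1, fell by 0.64 (standard error 0.05). Of the p53 targets, 3 of 16 rose and 4 fell (5 and 4 when adjusted over the list alone, camera adjusted p = 0.854). These lists follow themes of Fig. S9 drawn by the study from these samples, so they are not independent evidence of direction, and the pathway enrichments themselves were not repeated here.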

### Hyponatremia patients have higher FGF23 levels

To test for the potential relevance of our findings *in vitro* for the situation *in vivo*, we investigated in a pilot study the levels of FGF23 in hyponatremic patients (with GFR>60 ml/min) and compared them to the values of healthy subjects. The description of matching healthy controls and patients, including the etiology of hyponatremia, is provided in Tables S3 and S4, respectively. Serum [Na^+^] levels in hyponatremic patients were significantly lower than in the control group (Fig. 5*A*). Serum cFGF23 and iFGF23 isoforms were measured by ELISAs. As shown in Figure 5*B*, hyponatremic patients exhibited a significant increase in serum cFGF23 levels. Although there was a trend of increased serum iFGF23 in hyponatremic patients, the difference was not statistically significant (Fig. 5*C*). To evaluate the impact of altered FGF23 levels on phosphate homeostasis in these patients, we measured serum phosphate (Pi) levels. However, as shown in Figure 5*D*, no significant difference was observed in serum phosphate levels between the control and hyponatremic patients. To perform correlation analysis, we plotted serum [Na^+^] against serum cFGF23 and iFGF23. Both cFGF23 and iFGF23 demonstrated a negative correlation with serum [Na^+^], but only cFGF23 exhibited a statistically significant correlation with [Na+] (Fig. 5*E*). Prior studies suggested that some of the hyponatremia patients may have higher inflammatory cytokines (reviewed in (41)). At least in theory, this could potentially account for elevated FGF23 levels. To this end, we measured TNFα and Il6 levels in hyponatremia patients (Fig. S11). Nonetheless, there were no significant differences in these cytokines between hyponatremic patients and healthy subjects.

**Figure 5:**
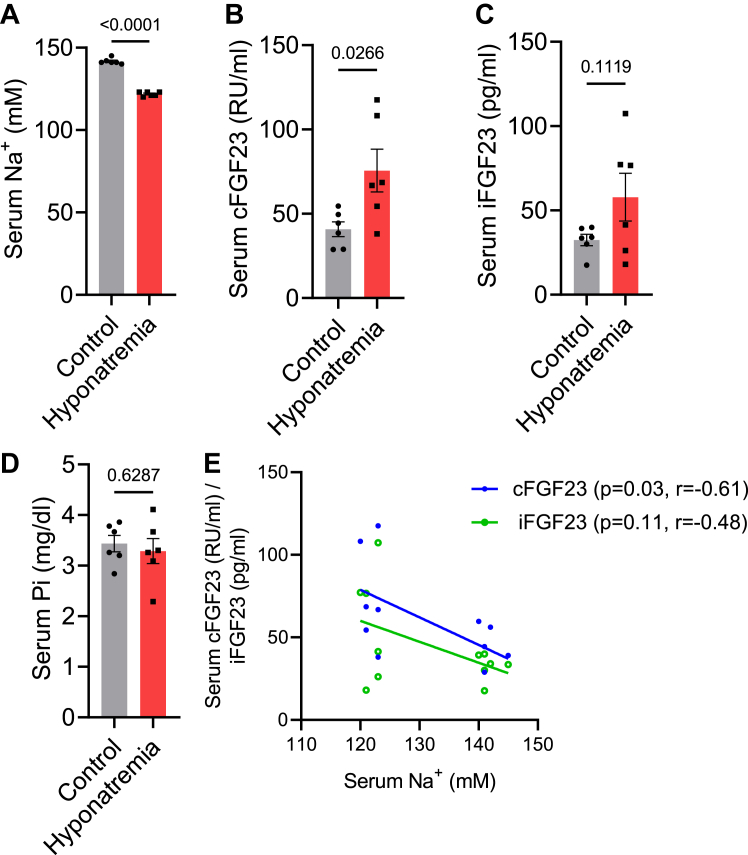
**Hyponatremia patients have higher FGF23 levels.***A*–*D*, serum [Na^+^] (*A*), cFGF23 (*B*), iFGF23 (*C*), and phosphate (*D*) in healthy matching controls and hyponatremic patients (n = 6, each group). *E*, correlation analysis between serum [Na^+^] and serum cFGF23/iFGF23. r= −0.6138, *p* value (two-tailed) = 0.0337 for [Na^+^] *versus* cFGF23; r = −0.4830, *p* value (two-tailed)= 0.1117 for [Na^+^] *versus* iFGF23. cFGF23, C-terminal fragments FGF23; FGF23, fibroblast growth factor-23; iFGF23, intact FGF23.

## Discussion

Our experiments demonstrate that pathophysiologically relevant changes in [Na^+^] directly regulate FGF23 formation by osteoblasts. By manipulating the culture media using +NaCl, mannitol, or urea we showed that the cellular adaptation to tonicity, rather than osmolality, plays a significant role in regulating FGF23 levels upon change in [Na^+^]. Additionally, comprehensive RNA-seq analysis and NFAT5 knockdown experiments defined the role of the osmosensitive transcription factor NFAT5 in FGF23 regulation. We found no evidence that AVP, which increases in hyponatremia, regulates FGF23 production in the osteoblast cell line UMR-106.

We found that FGF23 regulation by tonicity is bidirectional, *i.e.*, high [Na^+^] suppresses FGF23 while low [Na^+^] elevates FGF23 production, which is dependent upon NFAT5 activity. Under isotonic conditions, NFAT5 is both cytosolic and nuclear (34, 42). With an increase in tonicity, it translocates to the nucleus, initiating the activation of a group of genes responsible for protecting cells against osmotic stress. This activation occurs through NFAT5 binding to a specific regulatory element called the osmotic response element or the tonicity-responsive enhancer, which is located in the promoter region of these genes (43, 44, 45). As a result, a tonicity-dependent increase in nuclear NFAT5 is proposed as the key event in driving its target genes. While hypertonic stress promotes nuclear translocation and activates enhancer activity of NFAT5, hypotonicity induces its nuclear export supporting bidirectional regulation in response to tonicity changes (34, 42, 46). The c terminus of NFAT5 also contains a transactivation domain and its activity varies directly with [Na^+^] concentration (low to high) (46). NFAT5 regulates numerous gene expressions through its nuclear translocation during hypertonicity and nucleocytoplasmic export during hypotonicity. The +NaCl treatment in UMR-106 cells likely triggered a transcriptomics response *via* NFAT5, potentially impacting FGF23 regulation. Our study identified previously known genes that regulate FGF23 and bone mineralization as potential novel targets of NFAT5. For instance, *Phex* was one of the earliest genes identified to inhibit FGF23 formation (2, 3). Now, we found that *Phex* is a NFAT5 target and gets remarkably upregulated by tonicity. Although our results demonstrated that FGF23 formation depends upon tonicity and NFAT5, the exact mechanism responsible for this phenomenon is unclear. Moreover, the tonicity response to *Fgf23* was not completely abolished in *NFAT5*^*KO*^ cells, suggesting that NFAT5-independent mechanisms do also contribute to the regulation of *Fgf23* by [Na^+^].

Osmoregulation and [Na^+^] sensing mechanisms were mainly studied for cells in the hypothalamus (reviewed in (47)). In line with studies from others (29, 30, 32), we found that osteoblasts can sense osmotically relevant changes in [Na^+^] and respond with an altered expression of several genes including *Fgf23*. Studies in RAW264.7 pre-osteoclastic cells showed increased osteoclast formation and resorptive activity in response to low [Na^+^] concentration (20, 21). The molecular mechanism by which [Na^+^] is detected by bone cells is unknown. The expression of the osmoprotective transcription factor NFAT5 is regulated by local [Na^+^] content in many organs (48, 49). Here, we demonstrate that the expression of this transcription factor in UMR-106 osteoblast-like cells is regulated by [Na^+^]. Previous studies focused on the effect of major changes in [Na^+^] (*e.g.*, 50–100 mM NaCl hypotonic and hypertonic conditions) on NFAT5 regulation (33, 34, 42). However, such drastic changes of [Na^+^] occur only in the renal medulla, but not in bone. Now, our findings suggest that even differences of 20 to 40 mM NaCl significantly regulate NFAT5 activity in osteoblasts and osteoclasts, which is consistent with recent other studies (21, 32). Serum/glucocorticoid-regulated kinase 1 (*Sgk1*) (50), transient receptor potential vanilloid type 4 (*Trpv4*) (51), Na^+^/K^+^/ATPase (*Atp1a1*), and its associated protein such as sucrose nonfermenting-1-related serine/threonine kinase-SIK1 (*Snrk)* (52) were previously postulated to take part in [Na^+^] sensing in various cells. Second, Na^+^/H^+^ exchanger activity (53) (*Slc9a1*) and Na^+^/Ca^2+^ exchanger activity (54) (*Slc8a1*) have been implicated in [Na^+^] homeostasis in bone cells. Our RNA-seq data show that, except for TRPV4, all these genes were significantly upregulated in control cells but not in *NFAT5*^*KO*^ cells upon +NaCl treatment, indicating that these are NFAT5 targets (Fig. S8). 

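Snrk (ENSRNOG00000004050, chromosome 8, 130749838 to 130803597), a kinase, rose with a log2 fold change of 0.33 (standard error 0.06, adjusted p = 0.0028 from limma) in control cells. Slc8a1 (ENSRNOG00000008479, chromosome 6, 4258991 to 4520604), a Na+/Ca2+ exchanger with the model AABR07062708.1 on the other strand, rose by 0.44 (standard error 0.10, adjusted p = 0.0094). Trpv4 (ENSRNOG00000001195, chromosome 12, 47698947 to 47737902), a cation channel, fell in both genotypes, from 3699.9 ± 65.8 (SD, n = 3) to 3260.0 ± 44.3 (SD, n = 3) in control cells and from 2732 ± 167 (SD, n = 3) to 2125 ± 38.5 (SD, n = 3) in NFAT5KO cells. Trpv4 passed in NFAT5KO cells, while Sgk1, Snrk and Slc8a1 did not, and Trpv4 in control cells missed the threshold without the trend (adjusted p = 0.0534). The test of the difference between the genotypes did not pass for Sgk1, Snrk (adjusted p = 0.328), Slc8a1 (0.529) or Trpv4 (0.230). The paper takes these genes from earlier work on sodium sensing and homeostasis. Fig. S8 presents them as differentially expressed in these samples, so their direction is not independent evidence.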

Based on our findings and considering the role of NFAT5 as a master regulator of tonicity, it is tempting to speculate that changes in NFAT5 activation may be one of the earliest events in osteoblast adaptation to [Na^+^] levels. Therefore, NFAT5 likely plays a crucial role in [Na^+^] sensing in osteoblasts.

Our findings revealed that AVP does not take part in FGF23 formation. Most patients with chronic hyponatremia exhibit elevated levels of AVP that are inconsistent with the osmotic balance, even when SIAD is not the underlying cause of hyponatremia (55, 56) (reviewed in (57)). The research group of Zaidi conducted seminal studies that have established a primary role for AVP signaling in bone mass regulation. Mice injected with AVP exhibited reduced osteoblast formation and increased osteoclast formation *via* the V_1a_ receptor and ERK signaling (26, 27) (reviewed in (58, 59)). Conversely, mice injected with the V_1a_ antagonist SR49059 or genetic V_1a_ deficiency showed enhanced bone mass (26). In contrast, the V_2_ receptor did not play a significant role in bone (27). In line with these studies, we observed a significant expression of V_1a_ receptors but only a minimal expression of V_2_ receptors in UMR-106 cells. However, there was no evidence that AVP, V_1a_ agonist, and V_2_ agonist regulate FGF23 production in UMR-106 cells. Consistently, serum FGF23 levels in V_1a_ KO mice were unchanged when compared to wildtype mice. These findings support a direct effect of [Na^+^] on FGF23 formation in hyponatremia. For instance, Verbalis *et.al.* (19, 60). Employed the SIAD model, where chronic hyponatremia induced by ddAVP and water loading promoted water retention. When water loading was not performed, the group of animals did not develop hyponatremia, and their bone mass did not show a significant reduction compared with the hyponatremia group. Moreover, cultured cells subjected to low [Na^+^] concentration exhibit increased bone resorption pathways and elicited gene expression changes driving osteoclast differentiation and functions (20, 21), implying a direct effect of low [Na^+^] in bone loss. Overall, it seems that increased AVP levels play a significant role in bone loss among certain SIAD patients, but it may not take part in regulating FGF23 production.

We found a positive association between elevated FGF23 levels and hyponatremia in a pilot study conducted in humans. However, it remains unclear whether the increased FGF23 levels in hyponatremic patients are primarily influenced by low [Na^+^] and/or by the underlying cause of hyponatremia. While elevated inflammatory cytokines in hyponatremia patients (41) could potentially increase FGF23, we did not detect significantly higher cytokine levels in the patient samples. Previously it was shown that in multivariate linear regression analysis, hyponatremia is independently associated with FGF23 level in patients with chronic systolic heart failure (36). This further suggests that FGF23 elevation in hyponatremic patients might be due to low [Na^+^] levels.

A strength of our study is unfolding the novel role of [Na^+^] and NFAT5 in FGF23 production using two osteoblast cell lines. Nonetheless, we would like to acknowledge the limitations. First, the precise mechanism by which NFAT5 governs the regulation of FGF23 is currently unclear. Second, the human study is constrained by the limited number of patients available for investigating the impact of hyponatremia on FGF23 levels. This may have precluded observing statistically significant changes in iFGF23. A larger sample size with hyponatremic patients will be necessary to confirm and unravel the possible relationship between [Na^+^] and FGF23 levels in humans. In conclusion, our study identified a crucial signaling between [Na^+^], NFAT5, and FGF23 formation, warranting further investigation to confirm its clinical significance.

## Experimental procedures

All the chemicals were purchased from Sigma Aldrich unless otherwise stated.

### Culture of UMR106 cells

A rat osteoblastic cell line UMR-106 was originally purchased from ATCC (CRL-1661) and cultured at 5% CO_2_ in a growth medium consisting of ’’DMEM, low glucose, GlutaMAX (Gibco; Cat. #21885-025) supplemented with 10% heat-inactivated FBS (Amimed; Cat. #2-01F30-I; lot nr: F07156P) and 100 U/ml penicillin, and 100 μg/ml streptomycin (gibco; Cat. #15140122). A single lot of FBS was utilized throughout the entire study. Cells between passages 4 and 10 were used in this study. When the cells reached near-confluency on 6-well plates, the cell medium was replaced with the experimental medium (2 ml/well) consisting of DMEM containing 1 nM of 1,25-dihydroxyvitamin D3 (Tocris; Cat. #2551), as described previously (61). The cells were further treated with or without +NaCl, mannitol, or urea for specified concentrations and durations. For low-NaCl treatments, custom-made NaCl-free cell culture media were ordered commercially (Bio-Techne, Cat. #CUST07ATLB). The media formulation was developed to ensure that all the other components of the media were exactly similar to DMEM (gibco; Cat. # 21885-025), with the sole exception of the NaCl content. Thereafter, NaCl was added to the medium to prepare a hypotonic medium to study the effect of low [Na^+^] concentration. The osmolality of all the culture media was measured on a Vapro 5600 (Wescor) vapor pressure osmometer (62). AVP (Tocris Cat. #2935) and ddAVP (Tocris; Cat. #3396) were freshly prepared by dissolving them in water and treated for a specified duration and concentration. The V_1a_ agonist ([Phe^2^]OVT, [Phe^2^,Orn^8^]vasotocin) was a kind gift from Prof Maurice Manning, The University of Toledo. Its pharmacological properties in rat bioassay are reported earlier in a review (38) by Manning *et al*.

For FGF23 measurement in cell media, cells were cultured in a 100 mm Petri dish. After 24 h of treatment with +NaCl, mannitol, and urea, cell media were concentrated using Pierce Protein Concentrator PES, 10K MWCO (Thermo Fisher; Cat. #88527). The resultant concentrate (150 μl) was used to measure c-terminal FGF23 by ELISA (Quidel; Cat. #60-6300).

### Culture of MC3T3-E1 cells

MC3T3-E1 Subclone four mouse preosteoblast cells were maintained in α-Minimum Essential Medium supplemented with nucleosides, 2 mM L-glutamine (Thermo Fisher, Cat. #22571038), and 10% FBS, with 100 U/ml penicillin and 100 μg/ml streptomycin. Cells at passages 4 to 10 were seeded onto 12-well plates and cultured for 24 h. Osteogenic differentiation was initiated by culturing the cells in a medium containing 50 μg/ml ascorbic acid and 10 mM β-glycerophosphate for 6 days. Cells were then subjected to treatment with high NaCl, mannitol, or urea for another 24 h in the presence of calcitriol (10 nM). In experiments pertaining to low-NaCl treatment, following a 6-days differentiation in α-Minimum Essential Medium, the cells were subjected to 24 h treatment with sodium-free DMEM (with ascorbic acid, β-glycerophosphate and calcitriol) containing the specified amounts of NaCl, mannitol, or urea, as detailed in the results section.

### Animal experiments

To check *Fgf23* and *Nfat5* mRNA expression, organs were harvested from C57BL/6J wildtype mice (male, 8–12 weeks old) according to Swiss law and were approved by the veterinary administration of the Canton of Zurich (Kantonales Veterinäramt), Switzerland. The V_1a_ receptor KO mice were generated as previously reported (63). The experiments with V_1a_ KO mice were conducted at the animal husbandry facility of the Teikyo University of Science. Around 400 μl of blood was drawn from 8- to 9-weeks-old WT and V_1a_ receptor KO male littermates. The intact-FGF23 and c-terminal FGF23 were measured by ELISAs (Quidel, Cat. #60-6800, Quidel, Cat. #60-6300 respectively) according to the manufacturer’s instructions.

### LDH and MTT assay

UMR-106 cells (control and *NFAT5*^*KO*^ cells) were plated in a 12-well plate and cultured for 24 h. Next, different concentrations of +NaCl were added to the culture media for a further 24 h. LDH was measured on aliquots of the +NaCl-treated cellular supernatant using the CyQUANT LDH Cytotoxicity Assay Kit (Thermo Fisher; Cat. #C20300). LDH activity was measured by measuring absorbance at 490 nm. The LDH release in +NaCl-treated cells is expressed in arbitrary units normalized to untreated cells. For MTT assay, UMR-106 were plated in 96-well plate for 24 h followed by 24 h NaCl treatment. The CyQUANT MTT cell viability assay (Thermo Fisher, Cat. #V13154) was performed according to the manufacturer’s instructions. Absorbance measurements at 570 nm were made using a microplate reader.

### Immunoblotting

Cells were homogenized in ice-cold RIPA lysis buffer (Thermo Fisher, Cat. #89900). Then, cell lysates were centrifuged for 10 min at 2000*g*, and supernatants were used for immunoblotting. Protein concentration was measured by Bradford assay (CooAssay Protein Dosage Reagent; Uptima, Cat. #UPF86421). Equal amounts of protein (30 μg) were loaded in Laemmli buffer (pH 6.8) on 8% polyacrylamide gels. Electrophoretically separated proteins were blotted to nitrocellulose membranes at 100 V for 2 h. Next, membranes were blocked in Odyssey blocking buffer (LI-COR; Cat. # 927-70001) for 1 h and incubated with the diluted NFAT5 primary antibody (Thermo Fisher; Cat. #PA1-023) and β-actin (Santa Cruz; Cat. #sc-47778X) overnight at 4 °C. On the following day, secondary antibodies, goat-anti-rabbit IRDye 800 (LI-COR; Cat. # 926-32211), goat-anti-mouse IRDye 680 (LI-COR; Cat. # 926-68070), were added to the membranes in Casein Blocking solution in deionized water (1:10) and incubated for 1 h at room temperature. Then membranes were repeatedly washed with phosphate-buffered saline containing 0.1% Tween 20. The fluorescent signal was visualized using Odyssey IR imaging system (LI-COR Biosciences). Optical densities were quantified with ImageJ S5 and were normalized to β-actin.

### qRT-PCR

The RNA was extracted from UMR-106/MC3T3-E1 cells and mouse tissues using a Nucleospin RNA isolation kit (Macherry Nagel; Cat. #740955). Rat tissue RNA was isolated as described in our previous study (64). The RNA was transcribed using a High-Capacity cDNA Reverse Transcription Kit (Thermo Fisher; Cat. #4374966) and subjected to qPCR with SybrGreen Master Mix (Roche; Cat. #4707516001) using primers (Table 1). The relative quantification of gene expression based on double-delta Ct (threshold cycle) analysis was performed after normalization to *Tbp* expression.

**Table 1:** List of primers used for qPCR

Gene name	Primer sequence
*Fgf23 (Rat)*	Forward- TTGGATCGTATCACTTCAGC
	Reverse- TGCTTCGGTGACAGGTAG
*Nfat5 (Rat)*	Forward- TCCTGGCTC ATCTCAGCAGAC
	Reverse- ACCGAGGAGGCCAGTGGGGC
*Phex (Rat)*	Forward- CAGGCATCACATTCACCAAC
	Reverse- GGAGGACTGTGAGCACCAAT
*Tbp (Rat)*	Forward- TGGGATTGTACCACAGCTCCA
	Reverse- CTCATGATGACTGCAGCAAACC
*V*_*1a*_*(Rat)*	Forward- AACGAACAGCACTGGGATGTG
	Reverse- GGAATGAATCTGATGGATTTGGAA
*V*_*2*_*(Rat)*	Forward- TAGCATACCGCCATGGA
	Reverse- CAAAGATGAAGAGCTGAGGCA
*V*_*1b*_*(Rat)*	Forward- AGATTCTACCAATGTGGCTTTC
	Reverse- ATGGTGGCTCAAGGAACG
*Gapdh (Rat)*	Forward- AGGTCGGTGTGAACGGATTTG
	Reverse- CATTCTCAGCCTTGACTGTGCC
*Fgf23 (Mouse)*	Forward- TTTCCCAGGTTCGTCTAGG
	Reverse- CTCGCAGGTGACTCTCAG
*Nfat5 (Mouse)*	Forward- TGTTCAGCCATTTACGTACACTCC
	Reverse- ACATTCAAAGCACCAGCTGCT
*Tbp (Mouse)*	Forward- ACCCTTCACCAATGACTCCTATG
	Reverse- TGACTGCAGCAAATCGCTTGG

### Generation NFAT5 knockout in UMR106 cells by CRISPR/Cas9

Single guide RNAs (sgRNAs) specifically targeting *Rattus norvegicus* NFAT5 at exon 1 to 4 were designed using the CRISPR designing tool (https://www.benchling.com/crispr). All sgRNA primers were synthesized by Microsynth AG, Balgach, Switzerland. sgRNA primers were (Table 2) cloned into BbsI-HF linearized pU6-(BbsI)_CBh-Cas9-T2A-mCherry (Addgene, Plasmid Cat. #64324) or pX330-U6-Chimeric_BB-CBh-hSpCas9 (Addgene, Plasmid Cat. #42230). Sanger sequencing (Microsynth AG) was used to verify the correct cloning of shRNA into the vectors. UMR106 cells were plated at 4 × 10^5^ per well in a 6-well plate and transfected with 2 μg of NFAT5 gRNAs per well using the FuGENE HD Transfection Reagent (Promega). Twenty-four hours posttransfection, cells were trypsinized, and single cells were sorted into a 96-well plate by FACS (BD BioSciences). A total of five clones derived from single-cell were propagated. NFAT5 knockout was confirmed by immunoblotting and qPCR. Following primers were used to confirm *Nfat5* deletion in *NFAT5*^*KO*^ cells by qPCR: *Nfat5-KO* Fwd: GCCCTCGGACTTCATCTCAT; *Nfat5-KO* Rev: ACAGATTCTTCCAATAGTCCAGC.

**Table 2:** List of GuideRNA used for the generation of CRISPR/Cas9 knockout of NFAT5

GuideRNA name	Primer’s sequence
NFAT5-Exon 1-guideRNA1	Forward- CACCGAGCAATGAGATGAAGTCCGA
	Reverse- AAACTCGGACTTCATCTCATTGCTC
NFAT5-Exon 3-guideRNA2	Forward- CACCGCATCAATGAGTCAGACAAG
	Reverse- AAACCTTGTCTGACTCATTGATGC
NFAT5-Exon 4-guideRNA3	Forward- CACCGCGTGGGGGTAAGTAACAGAG
	Reverse- AAACCTCTGTTACTTACCCCCACGC
NFAT5-Exon 4-guideRNA4	Forward- CACCGTTCCTACAATGATAACACTG
	Reverse- AAACCAGTGTTATCATTGTAGGAAC

### RNA-sequencing and data analysis

Control and *NFAT5*^*KO*^ cells were cultured as explained earlier. Cells were treated with low-NaCl and high-NaCl (difference of 40 mM NaCl) for 24 h. RNA was isolated using a Nucleospin kit as explained earlier. RNA-seq was performed commercially by Novogene (UK) Company Limited. In brief, amplified cDNA samples were subjected to different quality control standards. RNA sample was used for library preparation using NEB Next Ultra RNA Library Prep Kit for Illumina. Indices were included to multiplex multiple samples. Briefly, mRNA was purified from total RNA using poly-T oligo-attached magnetic beads. After fragmentation, the first strand cDNA was synthesized using random hexamer primers followed by the second strand cDNA synthesis. The library was ready after end repair, A-tailing, adapter ligation, and size selection. After amplification and purification, the insert size of the library was validated on an Agilent 2100 and quantified using quantitative qPCR. Libraries were then sequenced on Illumina NovaSeq 6000 S4 flow cell with PE150 according to results from library quality control and expected data volume.

We included 12 datasets in the RNA-Seq data analysis: three biological replicates in each group (control with -NaCl, control with +NaCl, *NFAT5*^*KO*^ with -NaCl, and *NFAT5*^*KO*^ with +NaCl). The fold changes were calculated by dividing the arithmetic mean of the normalized read counts by the number of replicates. The statistical significance of differential gene expression in RNA-Seq data was determined with *p* value <0.05. The supporting datasets S1 and S2 contain all of the genes identified upon +NaCl treatment in control and *NFAT5*^*KO*^ cells, respectively. While supporting datasets S3 contains unique genes, which were either significantly upregulated or downregulated in control cells but unchanged in *NFAT5*^*KO*^ cells upon +NaCl treatment. Venn diagrams for the sets of genes upregulated or downregulated were made by intersecting the lists of gene names between control and *NFAT5*^*KO*^ cells (R package VennDiagram, version 1.71). The heatmap of DEGs was made with the R package ComplexHeatmap (version 2.4.3) using as input the full set of genes differentially expressed between the normal and +NaCl conditions (*p* value < 0.05) for both control and *NFAT5*^*KO*^ cells. The input expression matrix was normalized by row (gene) by computing a z-score. Both experimental groups (columns) and gene expression profiles (rows) were clustered using the Euclidean distance and the hierarchical clustering algorithm. Gene set groups were obtained by cutting the dendrogram in eight slices with the cutree default implementation of the Heatmap function. Functional over-representation analysis of gene ontology biological processes was performed with the R package clusterProfiler (version 3.16.1) using as input the genes uniquely upregulated in the control cells upon +NaCl treatment (*p* value < 0.05) and considering a significance q-value cutoff of 0.05.

### Clinical study

Samples of patients with hyponatremia were collected during a prospective multicentric observational study (the Co-MED study, NCT01456533) (65) conducted at the University Hospital of Basel Switzerland, and the Medical University Clinic Aarau, Switzerland, from June 2011 to August 2013. The human study reported in this report abide by the Declaration of Helsinki principles. Samples of healthy controls were collected during a prospective double-blind, placebo-controlled randomized crossover study (the DIVE Study, NCT02729766) (66) conducted at the University Hospital Basel, Switzerland, from March to June 2016. Venous blood samples were collected in the morning hours, between 8 AM and 10 AM. The local ethics committee (Ethic Committee of Northwest Switzerland (EKNZ)) approved the study protocols, and written informed consent was obtained from all study participants, including informed consent to further use of biologic material. Patients and healthy controls were matched based on age and BMI (n = 6 each group). Detailed characteristics of the healthy controls and hyponatremia patients can be found in Tables S3 and S4, respectively. The serum electrolyte analysis [Na+] was performed immediately after collection on a ABL800FLEX blood gas analyzer (Radiometer). The serum was separated, and samples were stored at −80 °C until use. Commercial ELISA kits were employed to measure cFGF23 (Quidel, Cat. #60-6100), iFGF23 (Quidel, Cat. #60-6600), TNFα (Thermo Fisher, Cat. #900-K25), and Il6 (Thermo Fisher, Cat. #900-K16) in the serum according to the manufacturer’s instructions. Serum phosphate was measured by QuantiChrom Phosphate Assay Kit (Bioassay systems Cat. #DIPI-500).

### Statistics

All the gene or protein expression values are expressed as arithmetic means ± SEM, where n represents number of independent experiments (biological replicates). An unpaired Student's *t* test, one-way or two-way ANOVA was used for comparisons between the groups using GraphPad Prism. In cases where the *p* value is not mentioned, the following applies: ns (not significant) *p* > 0.05, *∗p* ≤ 0.05, ∗∗*p* < 0.01, and ∗∗∗*p* < 0.001.

## Data availability

All the relevant data associated with the current study can be found in the main text or supplementary material. The raw RNA-seq data used in this publication have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE235694 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE235694). All data are available from the authors upon request.

## Supporting information

This article contains supporting information.

## Conflict of interest

The authors declare no conflicts of interest with the contents of this article.

# Supplementary material for: Extracellular sodium regulates fibroblast growth factor 23 (FGF23) formation
**Source:** J Biol Chem. 2023 Nov 21;300(1):105480. doi: 10.1016/j.jbc.2023.105480
**Supplement:** Supporting Information

## Supporting information

### Extracellular sodium regulates fibroblast growth factor 23 (FGF23) formation.

Zsuzsa Radvanyi<sup>1,2†</sup>, Eun Jin Yoo<sup>3†</sup>, Palanivel Kandasamy<sup>4</sup>, Adrian Salas-Bastos<sup>1</sup>, Sophie Monnerat<sup>5,6</sup>, Julie Refardt<sup>5,6</sup>, Mirjam Christ-Crain<sup>5,6</sup>, Himeka Hayashi<sup>7</sup>, Yasuhiko Kondo<sup>7</sup>, Jonathan Jantsch<sup>8,9</sup>, Isabel Rubio-Aliaga<sup>10,2</sup>, Lukas Sommer<sup>1</sup>, Carsten A. Wagner<sup>10,2</sup>, Matthias A. Hediger<sup>4</sup>, Hyug Moo Kwon<sup>3</sup>, Johannes Loffing<sup>1,2</sup>, Ganesh Pathare<sup>1,2\*</sup>

<sup>1</sup>Institute of Anatomy, University of Zurich, Zurich, Switzerland; <sup>2</sup>Swiss National Centre of Competence in Research “Kidney Control of Homeostasis”, Switzerland; <sup>3</sup>Department of Biological Sciences, Ulsan National Institute of Science and Technology, Ulsan, Republic of Korea; <sup>4</sup>Membrane Transport Discovery Lab, Department of Nephrology and Hypertension and Department of Biomedical Research, Inselspital, University of Bern, Bern, Switzerland; <sup>5</sup>Department of Endocrinology, Diabetology and Metabolism, University Hospital Basel, Basel, Switzerland; <sup>6</sup>Department of Clinical Research, University of Basel, Basel, Switzerland; <sup>7</sup>Department of Animal Sciences, Teikyo University of Science, Yamanashi, Japan; <sup>8</sup>Institute of Clinical Microbiology and Hygiene, University Hospital of Regensburg and University of Regensburg, Regensburg, Germany; <sup>9</sup>Institute for Medical Microbiology, Immunology, and Hygiene, and Center for Molecular Medicine Cologne (CMMC), University of Cologne, Cologne, Germany; <sup>10</sup>Institute of Physiology, University of Zurich, Zurich, Switzerland

†contributed equally to this work

**Keywords:** FGF23, extracellular-sodium, hyponatremia, NFAT5, bone and kidney

#### This PDF file includes:

Supplementary tables and figures

## Supplementary tables

| Cell Media       | Osmolality (mOsm/Kg) |
|------------------|----------------------|
| Ctrl             | 300.7 ± 2.0          |
| +NaCl (+20 mM)   | 345.7 ± 2.7          |
| Mannitol (40 mM) | 342.0 ± 1.5          |
| Urea (40 mM)     | 342.3 ± 2.6          |

**Table S1.** Osmolality ± SEM of the cell culture media used to study the effect of high extracellular [Na<sup>+</sup>] (n=3, each group)

| Cell Media               | Osmolality (mOsm/Kg) |
|--------------------------|----------------------|
| Ctrl                     | 302.3 ± 3.7          |
| -NaCl (-20 mM)           | 260.7 ± 1.5          |
| -NaCl + Mannitol (40 mM) | 302.7 ± 1.9          |
| -NaCl + Urea (40 mM)     | 298.0 ± 1.7          |

**Table S2.** Osmolality ± SEM of the cell culture media used to study the effect of low extracellular [Na<sup>+</sup>] (n=3, each group)

| Nr | Age (y) | Sex | Weight (Kg) | Height (cm) | Serum [Na <sup>+</sup> ] (mM) |
|----|---------|-----|-------------|-------------|-------------------------------|
| 1  | 30      | m   | 86          | 185         | 145                           |
| 2  | 49      | f   | 68.4        | 160         | 141                           |
| 3  | 40      | m   | 65.8        | 169         | 142                           |
| 4  | 50      | m   | 71.2        | 182         | 141                           |
| 5  | 48      | m   | 91.8        | 186         | 140                           |
| 6  | 30      | m   | 62.9        | 165         | 141                           |

**Table S3.** Characteristics of the matching healthy control group.

| Nr | Age (y) | Sex | Weight (Kg) | Height (cm) | Serum [Na <sup>+</sup> ] (mM) | Copeptin (pmol/L) | Etiology of Hyponatremia                                                                     |
|----|---------|-----|-------------|-------------|-------------------------------|-------------------|----------------------------------------------------------------------------------------------|
| 1  | 33      | m   | 81.7        | 182         | 120                           | 3.2               | SIADH (cause unknown)                                                                        |
| 2  | 54      | m   | 60          | 178         | 121                           | 149               | Hypertonic translocation hyponatremia due to hyperglycemia                                   |
| 3  | 47      | m   | 70          | 170         | 123                           | 110               | Hypovolemic Hyponatremia due to gastrointestinal fluid loss                                  |
| 4  | 58      | m   | 64          | missing     | 123                           | 11.9              | Hypovolemic Hyponatremia due to gastrointestinal fluid loss and mineralocorticoid deficiency |
| 5  | 55      | f   | 55.5        | 152         | 121                           | missing           | Polydipsia (High Water Low Solute)                                                           |
| 6  | 55      | f   | 35          | 170         | 123                           | 2                 | Polydipsia (High Water Low Solute)                                                           |

**Table S4.** Characteristics of the hyponatremic patients group.

## Supplementary figures

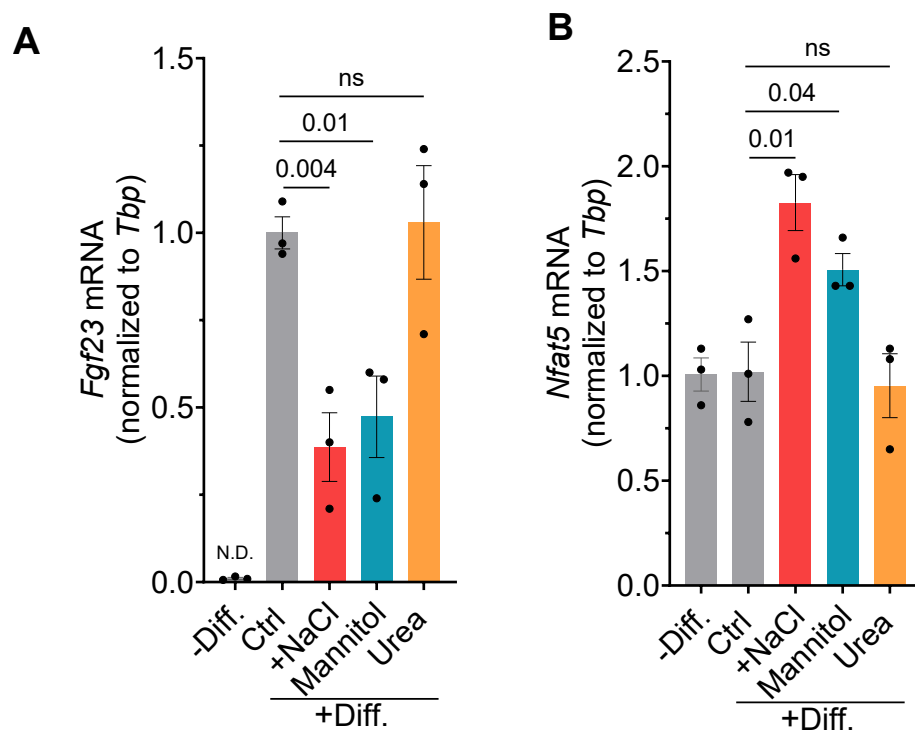

**Fig. S1. High NaCl suppresses FGF23 formation in MC3T3-E1 cells.** A) Fold change *Fgf23* mRNA levels; B) Fold change *Nfat5* mRNA levels, after treating 20 mM NaCl, 40 mM mannitol, and 40 mM urea for 24 h (n=3). -*Diff.* and +*Diff.* indicate that cells were either not-differentiated or differentiated in the osteogenic media respectively.

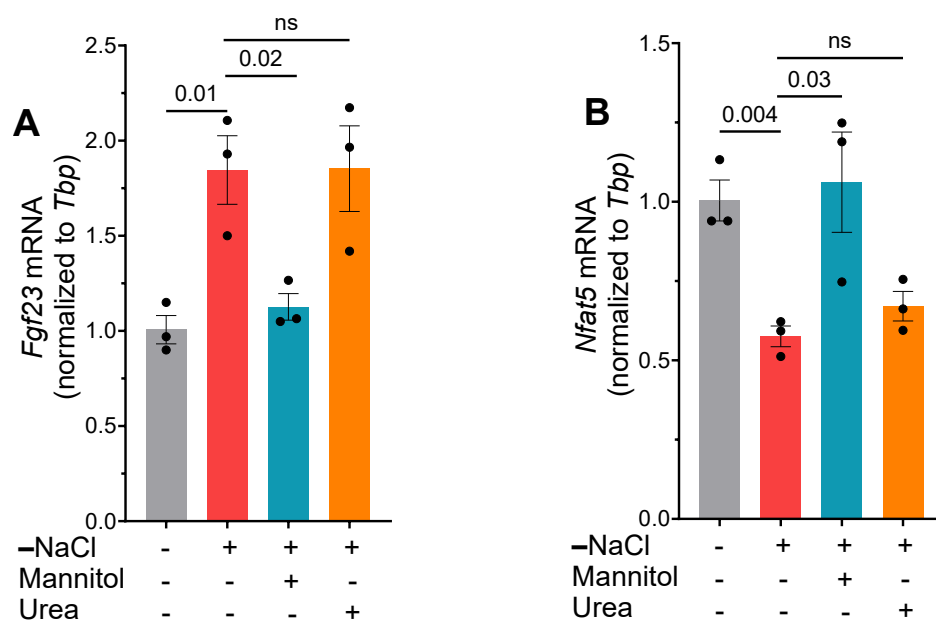

**Fig. S2. Hypotonicity elevates FGF23 formation in MC3T3-E1 cells.** A) Fold change *Fgf23* mRNA; B) *Nfat5* mRNA, after treating differentiated cells with -20 mM NaCl-deficient culture media. The osmolality was corrected by adding mannitol (40 mM) or urea (40 mM) for 24 h (n=3).

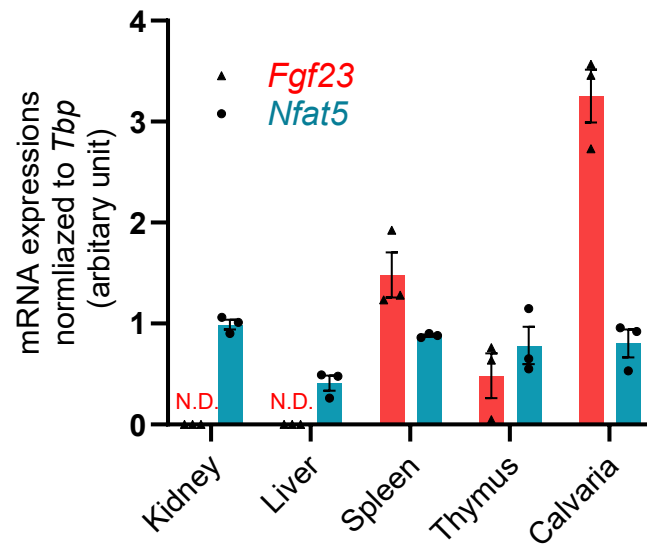

**Fig. S3.** The *Nfat5* and *Fgf23* mRNA was measured by qRT-PCR in mouse kidneys, liver, spleen, thymus, and calvaria. Both *Nfat5* and *Fgf23* mRNA were expressed in the spleen, thymus, and calvaria, while *Fgf23* mRNA was not detected (N.D) in the kidney and liver (n=3).

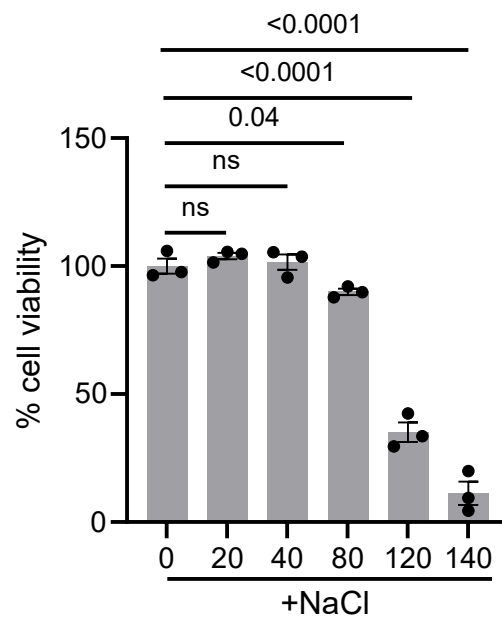

**Fig. S4.** Cell viability assessed through an MTT assay following the addition of +NaCl for 24 hours (n=3).

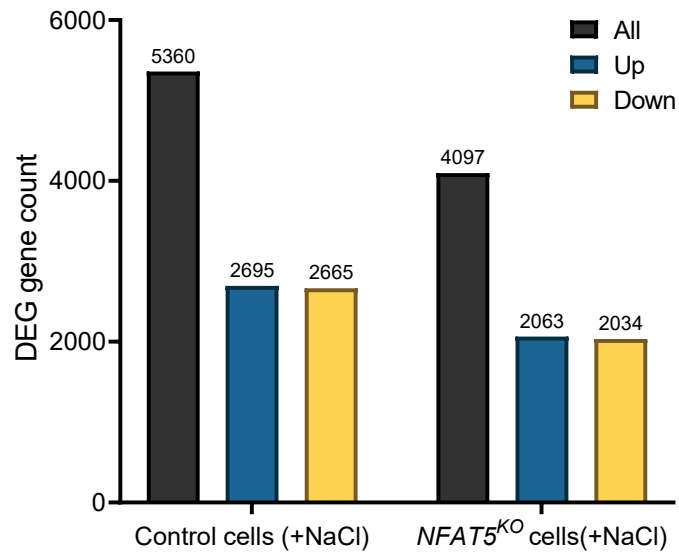

**Fig. S5.** Differentially expressed genes (DEG) count in control and *NFAT5*<sup>KO</sup> UMR-106 cells upon -NaCl vs. +NaCl treatment.

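Most of the counted genes changed by less than a doubling. The median size of the log2 fold change of genes passing at adjusted p was 0.36 in control cells and 0.37 in NFAT5KO cells. A change of more than 1 on this scale was seen in 473 genes of control cells (265 higher, 208 lower) and 228 genes of NFAT5KO cells (112 higher, 116 lower). Mamdc2 and Pkhd1l1 were among those that rose in control cells, with log2 fold changes of 2.52 and 3.21, and Chac1, an enzyme that degrades glutathione, was among those that fell, with -1.76 (adjusted p = 0.0074, and for Chac1 in control cells 0.102 without the mean-variance trend). The libraries with +NaCl were all above or all below those with -NaCl in 40.7% of the genes tested in control cells and 34.3% in NFAT5KO cells, where chance gives 10% for 3 against 3. The median residual SD on the log2 scale, over genes with a mean of at least 50 normalized counts, was 0.09 in control cells and 0.10 in NFAT5KO cells.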

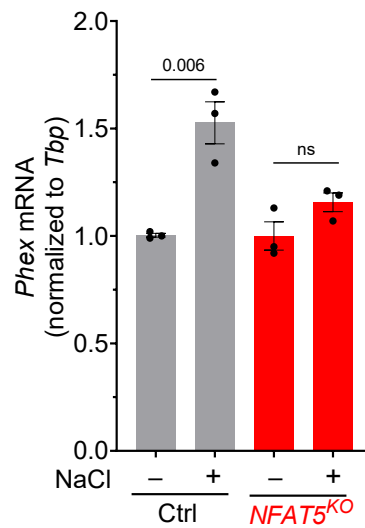

**Fig. S6.** *Phex* mRNA levels measured by qRT-PCR in control and *NFAT5*<sup>KO</sup> UMR-106 cells after -NaCl (-20 mM) vs. +NaCl treatment (+20 mM) for 24h (n=3, each group).

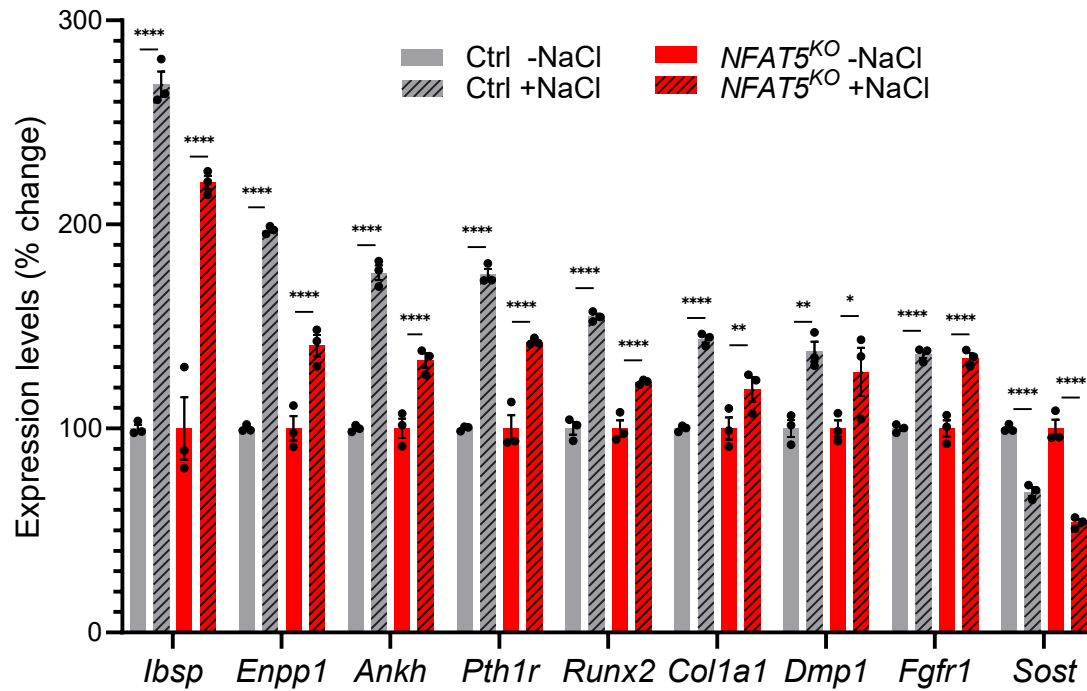

**Fig. S7.** The RNA-seq analysis resulted in DEG implicated in FGF23 regulation in both control and *NFAT5*<sup>KO</sup> UMR-106 cells. \* $p \leq 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$  and \*\*\*\* $p < 0.0001$

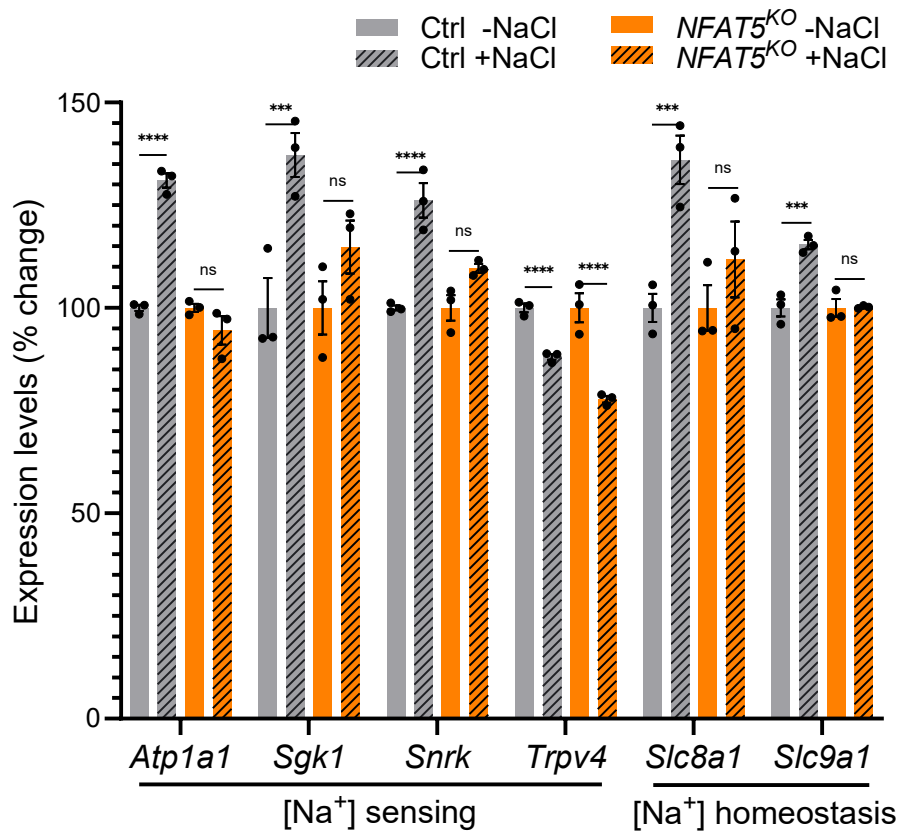

**Fig. S8.** The RNA-seq analysis resulted in DEG implicated in [Na<sup>+</sup>] homeostasis in both control and *NFAT5*<sup>KO</sup> UMR-106 cells. (ns: not significant,  $p > 0.05$ , \* $p \leq 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$  and \*\*\*\* $p < 0.0001$ )

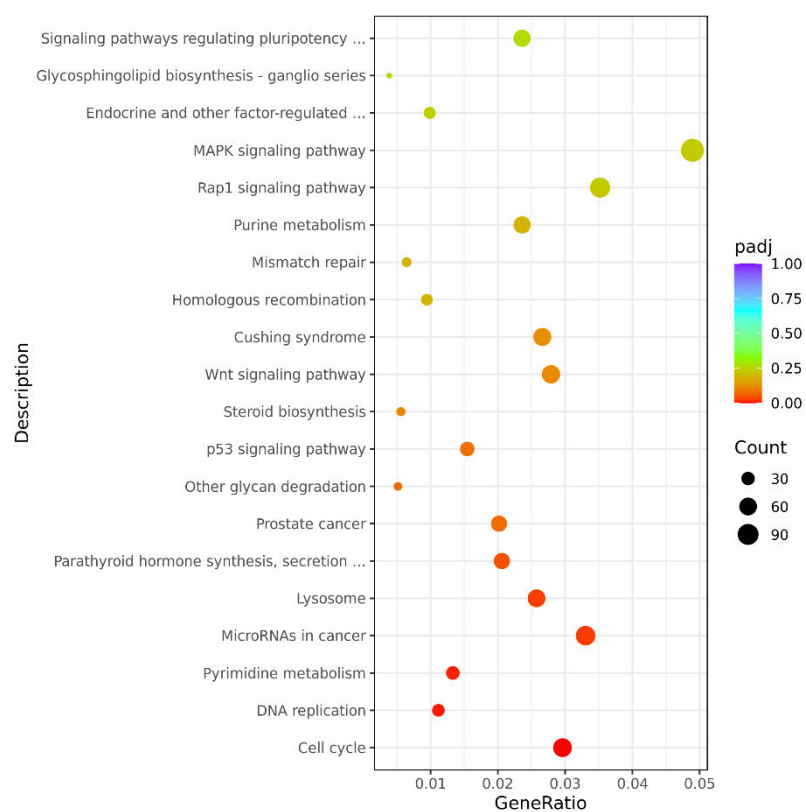

**Fig. S9. A)** KEGG pathways analysis in control UMR-106 cells upon +NaCl treatment.

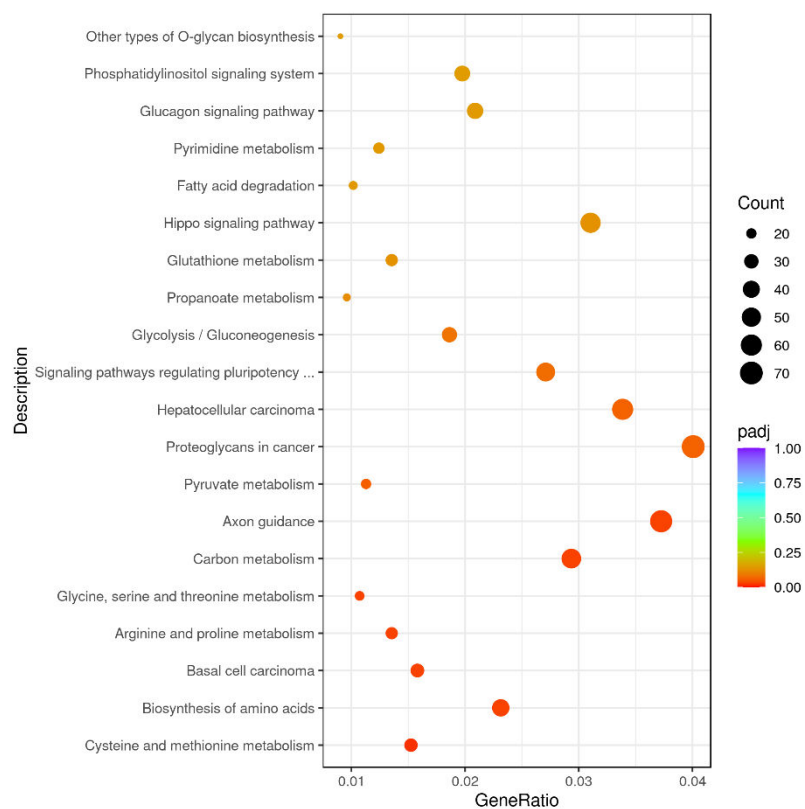

**Fig. S9. B)** KEGG pathways analysis in *NFAT5*<sup>KO</sup> UMR-106 cells upon +NaCl treatment.

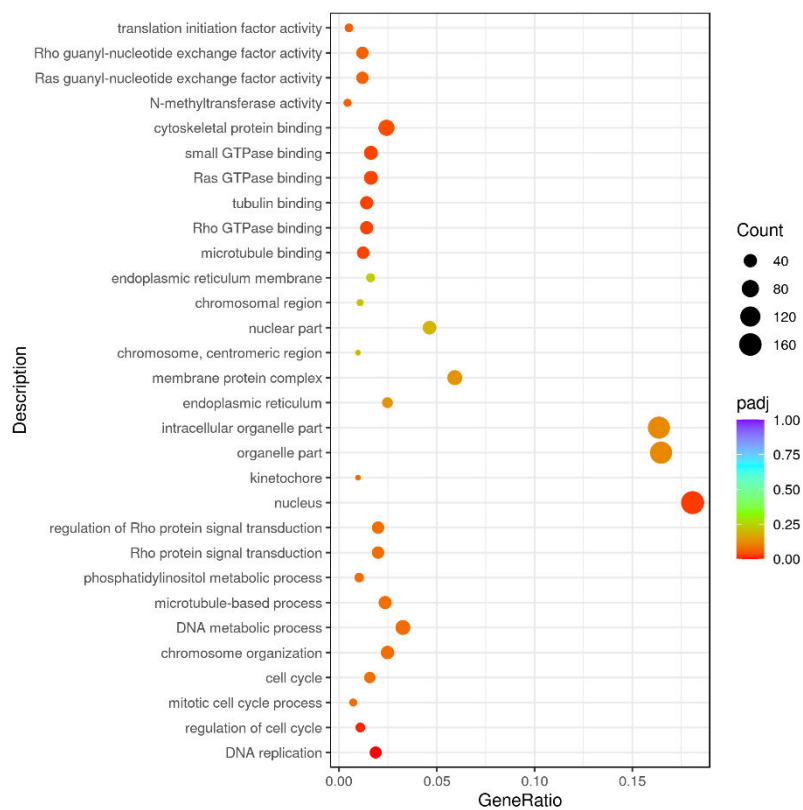

**Fig. S10. A)** GO pathways analysis in control UMR-106 cells upon +NaCl treatment.

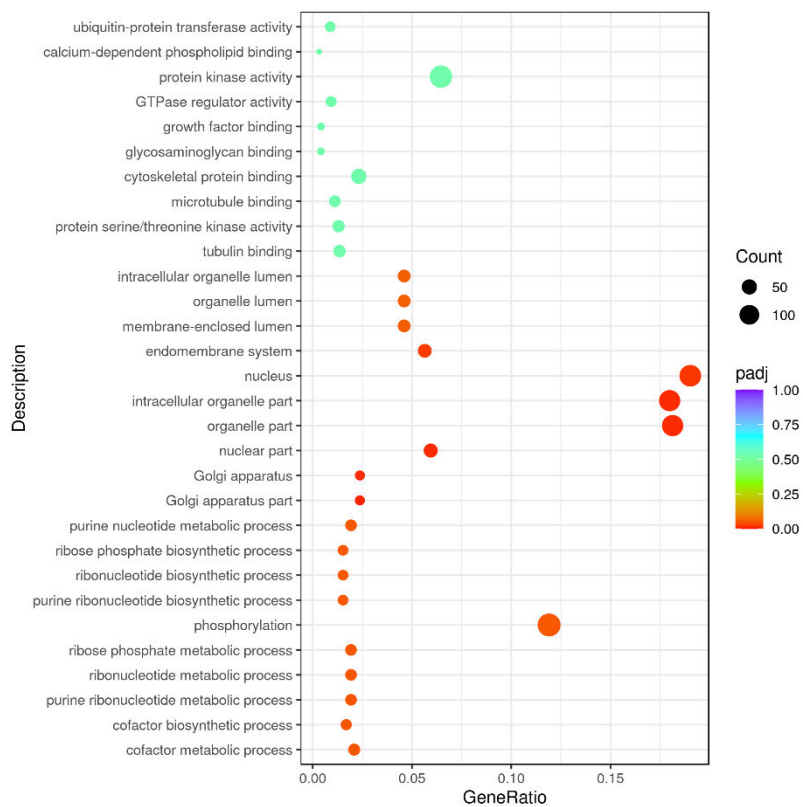

**Fig. S10. B)** GO pathways analysis in *NFAT5*<sup>KO</sup> UMR-106 cells upon +NaCl treatment.

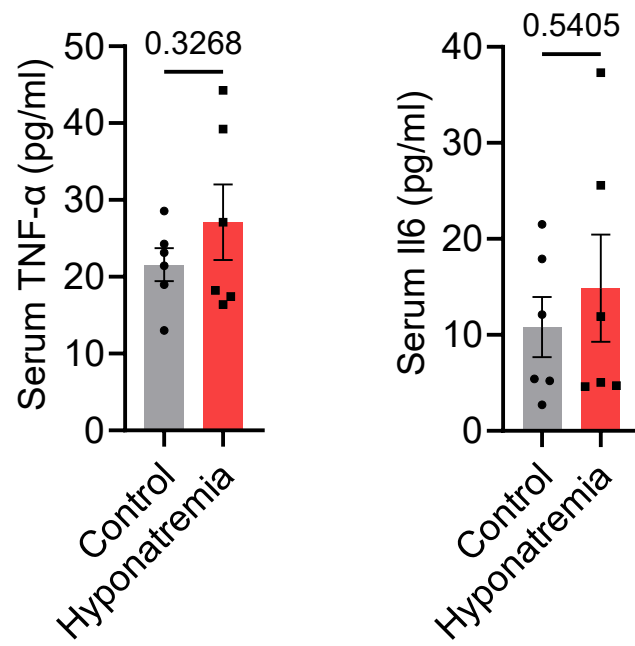

**Fig. S11.** Serum TNF- $\alpha$  and IL6 in healthy matching controls and hyponatremia patients (n=6, each group).

How the deposited data were processed for this re-analysis (not part of the article)

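RNA of UMR-106 cells was sequenced in 12 libraries, 3 for each of the 4 combinations of genotype (control, NFAT5KO) and medium (-NaCl, +NaCl). The authors had poly-A RNA made into NEBNext Ultra RNA libraries and sequenced as paired ends on a NovaSeq 6000, and the aligner, the counting tool, their versions and the strandedness are not stated. The deposited signal is a normalized read count per gene and library, made by the authors by dividing the counts by 1 factor per library, separately in each of the 2 tables. The deposited log2 fold change is that of +NaCl over -NaCl within a genotype, computed by the authors from the normalized read counts. The deposited p value and its adjusted form belong to the same comparison, and the authors used a p value below 0.05 as their threshold. The control table lists 19414 genes and the NFAT5KO table 18834, with 18058 in both. The names of the tables conflict with the genotype in their column labels, and the labels were followed. Each table also holds 12 columns without a sample name, 24 in all, which were left out because no library could be assigned to them.

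Reads were recovered by dividing each library by its smallest step, and 100% of the values were whole within 0.1 read. Median depth was 17311000 recovered reads in control and 18783200 in NFAT5KO libraries. The recovered reads serve for depth, for low counts and for the tests on counts, and levels across the 2 tables were compared without a test, as recovered reads scaled to equal depth. The main analysis used log2 of the normalized count plus 1 in limma 3.58.1 (R 4.3.3) with a moderated t-test and a mean-variance trend, for genes with a mean normalized count of at least 1, that is 17108 genes in control and 16657 in NFAT5KO cells. The threshold was an adjusted p (Benjamini-Hochberg) of 0.05, and counts at unadjusted p are given where the paper used it. The difference between the genotypes is the NFAT5KO minus the control log2 fold change, tested in 1 model of the 12 libraries for 16849 genes of both tables. The version with the genes of either table was run first and gave 292 genes, and the genes of both tables were kept because the design had named them before the files were opened. Replicate numbers were treated as unpaired, since nothing states a pairing. Where a group held 3 reads or fewer, reads were compared by depth with an exact 95% interval, or against a floor of 3 reads where a group held 0.

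Gene lists were tested with limma's camera on the moderated statistics with a preset correlation of 0.01, and again with an estimated correlation, adjusted over the 33 lists. The lists were written before the test results were seen. They are the genes of Fig. 4I, Fig. S7 and Fig. S8, the known NFAT5 targets, the reference genes and the vasopressin receptors named by the paper; themes of Fig. 4H and Fig. S9 (extracellular matrix, glycosaminoglycan synthesis, autophagy, lysosome, sterol synthesis, DNA replication, mitotic cell cycle, ATF4 targets, p53 targets, glycolysis, Wnt pathway); lists not taken from the paper, some of which share genes with its figures (tonicity response, osteoblast genes, FGF23 processing, vitamin D receptor targets, NF-kB targets, ion transport, immediate early genes, heat shock genes, endoplasmic reticulum chaperones); markers of other cell types (chondrocyte, adipocyte, leukocyte, endothelial, muscle); and mitochondrially encoded and ribosomal protein genes. The last were taken by symbol and include a few kinases named for ribosomal protein S6. Genes are named in the text if the paper names them, if they are among the 10 called genes with the largest changes per direction and comparison with a mean of at least 50 normalized counts, or if they are among the 4 members of a list with the smallest p. A few genes that this rule would name, and list results that rest on them, are not reported here. All figures and the top of the paper's supplementary tables had been seen when this rule was written.

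Alternatives were a pseudocount of 0.5 or 5, a minimum mean of 10 or no filter, equal library totals, TMM scaling, edgeR 4.0.16 (quasi-likelihood) and DESeq2 1.42.0 on recovered reads, the replicate number as a block, eBayes without a trend, leaving out each library, each table fitted alone, and the authors' p values. The scripts were tested on simulated data drawn from the means and depths of the real libraries, after the main fits had first been run. Of genes changed by 0.25, 0.5 and 1 on the log2 scale, limma called 10.4, 70.1 and 92.4% among 17106 simulated genes for the control comparison, 16.4, 65.7 and 92.4% among 16657 for the NFAT5KO comparison and 0, 43.3 and 77.3% among 16195 for the difference. Unchanged genes were called in 0.0651, 0.0243 and 0.0625%. In each simulation only 67, 67 and 66 genes were changed by these sizes, all with a mean of at least 50 normalized counts. Far more genes passed in the real comparisons within a genotype, so these shares do not give the sensitivity there. The enrichments of gene ontology and pathway terms, the RT-qPCR, the immunoblots and the patient data were not analysed here.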

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

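Of the tests weighed here, that of depth, that of a transcript still made and the share of control cells were chosen only after the result had been seen. For the genes of control cells alone, so were the comparison of their ratio with 1 and the choice among spreads. The splits of both genotypes were planned, but their reading as undecided was chosen after the counts had been seen. The others were written down before. The response to NaCl differed between the genotypes in 304 genes. Among those with a mean of at least 50 normalized counts, the largest positive differences (NFAT5KO minus control, log2) were those of Zswim8 (2.65), Hdac6 (1.92), Abca9 (0.86), Dbf4 (0.85), Atp13a3 (0.73), Lmcd1 (0.70), Gk (0.70), Scn8a (0.67), Bhlhe40 (0.65) and Dock10 (0.61), and Zswim8, Atp13a3, Gk, Dbf4 and Dock10 missed the threshold in 7 or more alternatives. Pqbp1 overlaps Hdac6, Adam22 overlaps Dbf4 and 7SK overlaps Dock10 on the same strand. With the same limit, the most negative were those of Fxyd2 (-5.42), Adgrv1 (-4.57), Crispld2 (-2.19), Prelp (-2.12), Cilp2 (-1.80), Cd24 (-1.74), Ranbp3l (-1.60), Fbxo2 (-1.59), Atp1b1 (-1.50) and Slc14a1 (-1.45). Among genes the paper names, the difference passed for Igfbp7 (-0.57), Itga10 (-0.90), Mmp13 (-0.96), Bmp2 (-0.83), Furin (-0.79), Nfkbia (-0.61), Spp1 (-0.74), Vdr (-0.54), Alpl (-0.56), Fgfr3 (-0.41), Lrp5 (-0.31), Sostdc1 (0.51), Enpp1 (-0.48), Ankh (-0.40) and Runx2 (-0.33).

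By camera, 20 lists differed. Among them, the adjusted p was 2.6e-10 for ATF4 targets, 5.5e-12 for DNA replication, 4.1e-04 for the mitotic cell cycle, 0.0113 for endoplasmic reticulum chaperones and 0.0103 for ribosomal protein genes, all with a less negative response in NFAT5KO cells. With an estimated correlation, DNA replication passed (0.00567) and the other 4 did not (ATF4 targets 0.249, mitotic cell cycle 0.0779, chaperones 0.578, ribosomal protein genes 0.490). With a more negative response it was 3.2e-13 for matrix genes, 6.2e-11 for osteoblast genes, 4.7e-09 for the lysosome, 1.7e-08 for the known NFAT5 targets, 1.7e-07 for the Fig. 4I genes, 5.31e-07 for the Fig. S7 genes, 5.82e-07 for the tonicity response, 4.1e-04 for NF-kB targets, 8.8e-04 for glycolysis, 0.0011 for glycosaminoglycan synthesis, 0.00125 for ion transport, 0.0021 for vitamin D receptor targets, 0.0053 for chondrocyte markers and 0.0177 for sterol synthesis. Of these, with an estimated correlation, the lysosome (0.0798), Fig. S7 (0.0694), glycolysis (0.141), glycosaminoglycan (0.123), vitamin D (0.121), chondrocyte (0.0779) and sterol (0.545) lists did not pass. The study named the Fig. 4I genes and the known NFAT5 targets among genes changed in control and not in NFAT5KO cells of these samples. That choice favours a difference, so these 2 list results are not independent evidence. In part this also holds for lists that follow themes of Fig. 4H. The results for endoplasmic reticulum chaperones, ribosomal protein genes and sterol synthesis were lost without single libraries, such as control -NaCl replicate 3 (adjusted p = 0.576, 0.257 and 0.203). For ATF4 targets, mitotic, chaperone and ribosomal genes limma called 0 single genes for the difference at adjusted p (14, 5, 2 and 8 unadjusted), edgeR 0 in each and DESeq2 0, 2, 0 and 0.

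Fewer genes changed in NFAT5KO than in control cells. A larger spread between the NFAT5KO replicates as the whole cause would give equal changes in left-out libraries, but their ratio was 0.635, below 1 by 0.365 where 2 SD of the 3 pairs was 0.338, a narrow margin. The library of NFAT5KO -NaCl replicate 1 as the whole cause is argued against by the 2706 genes without it, below the 3305 of the lowest control fit of that kind. Over all libraries depth was not lower in NFAT5KO cells (median 18783200 reads against 17311000). With +NaCl alone it was slightly lower (15094072 against 15647893), so a part played by depth is not excluded. A weaker response may be the cause, as all 3 ratios were below 1 (0.441, 0.749 and 0.716 on the libraries of number 1, 2 and 3). The clone rather than NFAT5 could account for it. The lowest ratio was read on NFAT5KO -NaCl replicate 1, so the size of the weakening rests in part on that library.

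Reads of Nfat5 in the NFAT5KO libraries could come from control cells mixed into the cultures or from a transcript still made from the edited gene. Of 7744 genes expressed in control cells, 3 (Rpl39l, Cthrc1, Coro1a) had a ratio of NFAT5KO to control level more than 10 times below that of Nfat5, between the numbers set beforehand for and against mixing (at most 2 and at least 20). Those numbers were too lenient, since control cells bring all their abundant transcripts. With 2 SD of the libraries allowed for, Rpl39l, Cthrc1 and Coro1a leave room for a share of control cells of at most 0.00425, 0.0407 and 0.0671, while Nfat5 needs at least 0.191, which argues against mixing as the source of these reads. A transcript of the edited gene stays open at a level of 0.318 of that in control cells, since counts per gene do not show which exons the reads come from.

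Genes passing in control cells alone could have crossed a threshold without a different response. An equal response on average is argued against. The ratio of their mean changes on left-out libraries was 0.511, below 1 by more than 2 SD of the 3 pairs (0.244). No response on average in NFAT5KO cells is argued against too, as this ratio exceeded the limit set beforehand by more than 2 SD. A mean over many genes leaves open that some did not respond there and others responded fully. The pairs share libraries in the choice of genes, so 2 SD is a rough measure. The ratio for genes passing in control cells alone was also below that of genes passing in both (difference -0.311, 2 SD of the difference 0.234). That gap is smaller than 2 SD of the ratio of genes passing in both (0.449), so how far these genes differ from the others in their response is less certain.

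Regrouping the libraries within a genotype allows 10 splits, too few for a share under 0.05. The real grouping was the 1 largest for genes in control cells (4450 against 2 at adjusted p, 6306 against 555 unadjusted), for genes in NFAT5KO cells (2441 against 3, 4922 against 913) and for lists (19 against 14, 12 against 9). Splits that mix the media thus passed almost no genes but up to 14 lists in control and 9 in NFAT5KO cells. Passing with the preset correlation is therefore weak evidence for a list when it does not pass with an estimated correlation. Of 100 splits of both genotypes, 12 gave as many genes in control cells alone (3152, highest other 6295) and 7 as many genes for the difference (304, highest other 5878), and for lists of the difference 4 did (20, highest other 22). All of these splits kept the real control groups and so still hold the control response to NaCl, a structure of the samples, and these shares do not settle whether chance can be excluded. That reading was chosen after the counts had been seen. By the limit of 0.05 set beforehand, only the share for lists of the difference fell below it. Among splits without the real control groups the highest were 551, 1 and 15.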

How the results depend on the processing

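No alternative reversed the direction of a named gene that passed at adjusted p in the main fit or in that alternative. For genes the paper names, 2384 of 2476 combinations of gene and setting gave the same result, 78 a weaker and 14 a stronger one. A gene that passed in neither fit was counted as the same result, even with a change of sign. The share of same results therefore overstates how stable the passing genes were. For the other named genes 12015 of 12802 combinations gave the same result, 653 a weaker and 134 a stronger one. Tests of lists without 1 library, the fit over genes of either table (292 genes) and the slopes on left-out libraries were chosen after the data were seen. Without a mean-variance trend (eBayes without a trend), 2763 genes passed at adjusted p in control cells, 14 in NFAT5KO cells and 103 for the difference, against 4450, 2441 and 304. DESeq2 gave 2567 genes in NFAT5KO cells and 484 for the difference, and edgeR 2340 and 302. Leaving out 1 library gave 3302 to 4241 genes in control cells, 923 (without NFAT5KO -NaCl replicate 2) to 2706 (without NFAT5KO -NaCl replicate 1) in NFAT5KO cells and 159 (without control +NaCl replicate 3) to 256 (without control -NaCl replicate 3) for the difference. With an estimated correlation, 6, 0 and 9 lists passed in control cells, NFAT5KO cells and for the difference, against 19, 12 and 20. The slope was 0.49, 0.84 and 0.78 on the left-out libraries of number 1, 2 and 3, against 0.58. With a replicate block the gene counts were 4514, 1992 and 247. Within a genotype, -NaCl and +NaCl libraries of the same number did not consistently vary together (correlations 0.145, 0.00624 and -0.0982 in control cells, 0.0120, -0.0846 and 0.0531 in NFAT5KO cells). Variation shared by the genotypes in libraries of one number and medium was neither tested nor modelled. For ATF4 targets, -NaCl replicate 3 lay above the -NaCl mean in both genotypes (0.587 in control, 0.453 in NFAT5KO cells). For matrix genes, -NaCl replicate 1 lay below it in control (-0.117) and above it in NFAT5KO cells (0.103). Counts at unadjusted p stayed within 5360 to 6417 in control cells and 3610 to 5097 in NFAT5KO cells. The counts in NFAT5KO cells and for the difference therefore depend on whether limma models the spread as a trend of the mean and on single libraries. The count in control cells depends on the trend too (2763 against 4450).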

Differences from the paper's values

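The values of the figures and the counts in the text were compared with the results here, and the rule for measuring the edge of a bar on the images was changed once after the first measurements, while no test was chosen after its result was seen. The paper counts 5360 and 4097 genes at p below 0.05, and limma gives 6306 and 4922, while the authors' own p values give exactly the paper's counts. The paper's text gives 2615 genes for control cells alone, the authors' p values give 2626 genes that pass in no direction in NFAT5KO cells, or 2678 by direction, and limma gives 3152. Each of the 19 bars of Fig. 4I kept its direction and lay within the larger of the SD and the measuring step of the image. The 18 bars of Fig. S7 and 12 of Fig. S8 counted as different only beyond both the SD and a factor of 1.5. None did, but few bars of that size could have failed so wide a limit. The bars show the same libraries, so they are not an independent check. In Fig. 4I the bar of Fgf23 lies at about -88% and that of Mmp13 at about 120% (measured on the image).

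The paper treats the genes of Fig. 4I as changed in control cells, whereas Fgf23, Rxrb and Wnt5b passed at unadjusted and not at adjusted p. Rxrb in control cells passed without -NaCl replicate 3 (adjusted p = 0.0206), and Wnt5b in control cells passed with a pseudocount of 5 (adjusted p = 0.0346) and without +NaCl replicate 1 (0.0261). Fgf23 in control cells passed in the settings named at its result, among them a replicate block (adjusted p = 0.0414). The paper reports a significant fall of Fgf23 in the RNA-seq for control cells only. By RT-qPCR it reports a blunted response that was not abolished in NFAT5KO cells. The authors' p for Fgf23 was 0.0246 in control and 0.133 in NFAT5KO cells. By limma the fall passed at unadjusted p in NFAT5KO cells too, and neither Fgf23 nor Phex passed the test of the difference. For Phex in NFAT5KO cells the authors' p was 0.0575, and the paper's RT-qPCR saw no rise. Of the genes that Fig. S7 shows as changed in both genotypes, Col1a1 and Dmp1 did not pass at adjusted p in NFAT5KO cells. Col1a1 in NFAT5KO cells passed with DESeq2 (adjusted p = 0.0051), with a replicate block (0.0341), without -NaCl replicate 1 (0.0264) and without +NaCl replicate 2 (0.0190), and Dmp1 in NFAT5KO cells passed without +NaCl replicate 1 (0.0400). The text names Mmp3, which has 2 reads in all, where the figure shows Mmp13. The paper calls the knockout complete by immunoblotting and RT-qPCR. Reads of Nfat5 remain in the NFAT5KO libraries and rise with +NaCl, which does not bear on the protein. These counts cover the whole gene, whereas the forward RT-qPCR primer for the deletion overlaps the target of a guide RNA. The RT-qPCR and the counts are therefore unlike measures.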

Other observations

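Chaperones of the endoplasmic reticulum fell with +NaCl, 9 of 19 in control and 6 of 19 in NFAT5KO cells with 0 rising at adjusted p from limma (10 and 9 falling, and 1 rising in NFAT5KO cells, when adjusted over the list alone; camera adjusted p = 3.1e-04 and 0.0149, 0.515 and 0.734 with an estimated correlation). Xbp1, a factor of the unfolded protein response, fell in control cells by 0.65 (standard error 0.13, adjusted p = 0.0044, and for Xbp1 in control cells 0.0797 without a trend), and Pdia6, a disulfide isomerase, fell in NFAT5KO cells by 0.32 (standard error 0.06). The mean of the list fell by 0.36 in control cells, and by 0.17 without -NaCl replicate 3 (adjusted p = 0.0027 for endoplasmic reticulum chaperones). In NFAT5KO cells it fell by 0.17, and by 0.08 without -NaCl replicate 3, where the list result was lost (adjusted p = 0.142). Of 14 cytosolic heat shock genes, 2 rose and 2 fell in control cells and 2 fell in NFAT5KO cells (the same when adjusted over the list alone; camera adjusted p = 0.972 in control cells, and not passing in NFAT5KO cells). Hsp90ab1 fell by 0.35 (standard error 0.03) and by 0.38 (standard error 0.07). Of 14 immediate early genes, 6 rose and 1 fell in control cells (7 and 1 when adjusted over the list alone; camera adjusted p = 0.0590, under 0.05 in 5 alternatives), with Ier3 rising by 1.25 (standard error 0.12), and 2 rose in NFAT5KO cells (4 when adjusted over the list alone), with Jun rising by 0.41 (standard error 0.08).

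Ribosomal protein genes, a list by symbol that includes S6 kinases such as Rps6kb1, fell in 22 of 97 cases and rose in 2 in control cells (22 and 2 when adjusted over the list alone; camera adjusted p = 0.0012, 0.489 with an estimated correlation). Their mean fell by 0.05, and by 0.01 without -NaCl replicate 3, by 0.03 without +NaCl replicate 3 and by 0.07 without -NaCl replicate 1. Rps20, which snoU54 overlaps, fell by 0.28 (standard error 0.04). Of 11 mitochondrially encoded genes 2 fell in control cells (1 when adjusted over the list alone; camera adjusted p = 0.154), and in NFAT5KO cells limma, edgeR and DESeq2 called 0 at adjusted p, 1 unadjusted. Of 7 chondrocyte markers 2 rose in control cells (2 when adjusted over the list alone), Col11a2 by 1.01 (standard error 0.09) and Sox9 by 0.41 (standard error 0.08); in NFAT5KO cells 0 of 8 passed with any of the 3 tools (1 unadjusted). Of leukocyte, endothelial, adipocyte and muscle markers limma called 0 at adjusted p in either genotype, edgeR and DESeq2 also 0, with 1, 0, 1 and 0 unadjusted in control cells and 1, 0, 2 and 0 in NFAT5KO cells. The vasopressin receptors Avpr1a and Avpr2 had means below 20 normalized counts and 0 passed, at unadjusted p or with edgeR or DESeq2. Of the reference genes, Gapdh fell by 0.26 (standard error 0.04) in control and by 0.42 (standard error 0.07) in NFAT5KO cells, while Tbp and Actb did not pass (1 of 3 in both when adjusted over the list alone).

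No test in this part was chosen after its result was seen, other than lists tested or averaged without 1 library. A knockout studied through 1 clone cannot assign the weaker response to NFAT5, and a second clone or re-expression of NFAT5 would separate them. Sox13 and Npy1r passed in both genotypes, and the test of the difference did not pass for them (-0.04, adjusted p = 0.983, and -0.36, adjusted p = 0.545), which does not show that they changed alike. They responded in NFAT5KO cells, where Nfat5 reads were 0.318 of those in control cells.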
